# Mitochondrial PGAM5−Drp1 signaling regulates the metabolic reprogramming of macrophages and regulates the induction of inflammatory responses

**DOI:** 10.3389/fimmu.2023.1243548

**Published:** 2023-09-12

**Authors:** Bo-Ram Bang, Haruka Miki, Young Jun Kang

**Keywords:** innate immunity, macrophages, inflammatory response, mitochondria, metabolism, signaling/signaling pathways

## Abstract

Macrophages play a critical role in the regulation of inflammation and tissue homeostasis. In addition to their vital functions for cell survival and physiology, mitochondria play a crucial role in innate immunity as a platform for the induction of inflammatory responses by regulating cell signaling and dynamics. Dynamin-related protein 1 (Drp1) plays a role in the induction of inflammatory responses and the subsequent development of various diseases. PGAM5 (phosphoglycerate mutase member 5) is a mitochondrial outer membrane phosphatase that dephosphorylates its substrate, Drp1. Previous studies showed that PGAM5 regulates the phosphorylation of Drp1 for the activation of NKT cells and T cells. However, it is not clear how PGAM5 regulates Drp1 activity for the induction of inflammation in macrophages. Here, we demonstrate that PGAM5 activity regulates the dephosphorylation of Drp1 in macrophages, leading to the induction of proinflammatory responses in macrophages. In TLR signaling, PGAM5 regulates the expression and production of inflammatory cytokines by regulating the activation of downstream signaling pathways, including the NF-κB and MAPK pathways. Upon LPS stimulation, PGAM5 interacts with Drp1 to form a complex, leading to the production of mtROS. Furthermore, PGAM5-Drp1 signaling promotes the polarization of macrophages toward a proinflammatory phenotype. Our study further demonstrates that PGAM5-Drp1 signaling promotes metabolic reprogramming by upregulating glycolysis and mitochondrial metabolism in macrophages. Altogether, PGAM5 signaling is a linker between alterations in Drp1-mediated mitochondrial dynamics and inflammatory responses in macrophages and may be a target for the treatment of inflammatory diseases.

## Introduction

Macrophages play a critical role in inflammation, metabolism, wound repair, host defense against microbial infection, and tumor surveillance. Emerging evidence suggests that cell metabolism plays a role in determining the phenotypes of macrophages. M1 macrophages that express proinflammatory cytokines and inducible nitric oxide synthase (NOS2) are largely dependent on glycolysis for ATP generation, partly due to the disrupted TCA cycle and fatty acid synthesis (1–3). In contrast, M2 macrophages require oxidative phosphorylation and fatty acid oxidation for anti-inflammation gene expression (4–6).

Mitochondria are a major source of energy for physiological processes and incredibly dynamic organelles (7). Additionally, they are also involved in the regulation of programmed cell death, such as apoptosis and necroptosis. Recently, emerging evidence suggests a role for mitochondria as a platform for innate immune signaling pathways (8). Proinflammatory macrophage responses are initiated by the recognition of pathogen-associated molecular patterns (PAMPs), leading to dynamic changes in macrophage metabolism, and the activation signals that regulate the electron transport chain and the TCA cycle to influence mitochondrial metabolism.

Mitochondria morphology changes dynamically by coordinated fission and fusion cycles, which are crucial for many cellular processes including immune responses, cell cycle, cell death, and the maintenance of mitochondrial quality (9). Mitochondrial dynamics are controlled by several dynamin-related GTPases, which is essential for the fission and fusion of mitochondria (10). Accumulating data suggest that dynamin-related protein 1 (Drp1),one of the dynamin-related GTPases, plays a role in disease development (11–13), and Drp1 regulates the mitochondrial fission and subsequent inflammatory responses of macrophages (14, 15). Furthermore, PKCδ- or Stat2-dependent activation of Drp1 regulates the induction of proinflammatory responses in macrophages (16, 17), suggesting that Drp1 plays a crucial role in connecting alterations in mitochondrial dynamics and innate immunity.

PGAM5 (phosphoglycerate mutase 5) is a mitochondrial outer membrane phosphatase that dephosphorylates its substrate, Drp1 (10, 18). PGAM5 regulates the phosphorylation status of Drp1 for the regulation of NKT cell-mediated immune responses in liver inflammation and anti-tumor immunity (19), while PGAM5 functions as a phosphohistidine phosphatase for TCR-stimulated Ca^2+^ influx in T cells (20). However, it is not clear whether PGAM5 in macrophages regulates the pro-inflammatory responses and how PGAM5 contributes to the metabolic reprogramming and phenotype determination of macrophages.

In this study, we address these questions by providing compelling evidence that TLR-dependent PGAM5 activity regulates Drp1 phosphorylation in macrophages, leading to the induction of proinflammatory responses in macrophages. Our study further demonstrates that PGAM5-Drp1 signaling promotes metabolic reprogramming by regulating glycolysis and mitochondrial metabolism in macrophages.

## Materials and methods

### Mice

C57Bl/6 background WT mice were obtained from Jackson Laboratory, and *Ripk3* ^–/–^ mice were kindly obtained from Dr. Dixit (Genentech, Inc.). Sex- and age-matched (8 – 12 weeks of age) mice were used. Animal protocols were approved by the Institutional Animal Care and Use Committee.

### Endotoxin-induced septic shock in mice

C57Bl/6 mice (male, 8 – 10 weeks) were i.p. injected with 10 or 20 mg/kg Mdivi-1 or diluted DMSO in PBS for 2 h, followed by i.p. injection of 15 mg/kg LPS. Serum samples were collected at 1 or 2 hours after LPS injection, and the survival of mice was monitored.

### Reagents

LPS from *Escherichia coli* O111:B4 was obtained from List Biolabs and Sigma. Mdivi-1 was obtained from Enzo Life Sciences. Actinomycin D was purchased from Calbiochem. Phospho-ASK1 was purchased from Santa Cruz Biotechnology. Anti-GAPDH antibody was obtained from Chemicon. IκBα, phospho-p38α, phospho-JNK, phospho-ERK, Drp1, and phospho-Drp1 (Ser 637) antibodies were obtained from Cell Signaling Technology.

Control, MyD88 inhibitory peptide, and TRIF inhibitory peptide were purchased from IMGENEX. The amino acid sequences are; control peptide, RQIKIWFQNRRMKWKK; MyD88 inhibitor peptide, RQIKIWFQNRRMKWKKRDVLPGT; TRIF inhibitor peptide, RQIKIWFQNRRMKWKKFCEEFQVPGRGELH.

### Cell culture

HEK 293T cells and bone-marrow-derived macrophages (BMDM) were cultured in Dulbecco’s modified Eagle’s medium (DMEM) supplemented with 10% fetal bovine serum and antibiotics. Peritoneal macrophages were obtained from the peritoneal cavities of mice 3 days after intraperitoneal injection of 4% thioglycollate. BM cells obtained from the femurs of mice were cultured in M-CSF (10 ng/ml). Immortalized macrophages (iBMDMs) were generated by infecting BMDMs with retroviruses encoding v-*raf* and v-*myc* as previously reported (21).

### Flow cytometry

To assess the polarization of macrophages, LPS-treated macrophages were incubated for 24 hours. Cells were incubated with anti-mouse CD16/CD32 Ab, followed by cell surface staining with CD11b-FITC (clone M1/70, Thermo Fisher), F4/80-PerCPCy5.5 (clone BM8, Thermo Fisher), and CD11c-AF700 (clone N418, Thermo Fisher). After fixation and permeabilization, intracellular NOS2 was stained with NOS2-PE eF610 (clone CXNFT, Thermo Fisher).

To test the levels of mtROS, macrophages were incubated with MitoSOX (5 μM) and LPS for 12 hours and washed. Data from FACSCalibur (BD Biosciences) were analyzed with FlowJo software.

### Short-hairpin RNA plasmids and lentiviruses

Preparation of plasmids for shRNA targeting PGAM5 or Drp1 and recombinant lentivirus packaging were conducted as previously reported (19).

### Dual luciferase reporter assay

Control iBMDMs were transfected with NF-AT-, AP-1-, C/EBP-, or CREB-driven firefly luciferase plasmids, and pTK-RL *Renilla* plasmid by using Lipofectamine 3000 transfection reagent following the manufacturer’s protocol (Thermo Fisher). After 48 hours, cells were treated with LPS for 24 hours to measure the luciferase activity using the Dual-Luciferase Reporter Assay System (Promega). Activity of the *Renilla* luciferase was measured as the internal control. The fold induction of luciferase activity was calculated to the untreated cells.

### RNA-sequencing analysis

Total RNA was isolated using RNeasy kit (Qiagen) following the manufacture’s instruction. The purity and concentration of RNA samples were measured using Nanodrop Spectrophotomemter. Preparation of cDNA library and transcriptome sequencing was conducted by Novogene Co., LTD (Davis, CA). Differential gene expression was analyzed by iDEP (integrated Differential Expression and Pathway analysis) (22). Genes with |log2(FoldChange)| > 1 and adjusted p-value < 0.05 were considered as “differentially expressed”. RNA-Seq data have been deposited at GEO and are openly available in NCBI GEO at https://www.ncbi.nlm.nih.gov/geo, reference number GSE235306.

### Quantitative RT-PCR

Using total RNAs from macrophages, cDNA was prepared and quantitative PCR (qPCR) analysis was performed using PowerUp SYBR Green Master Mix (Thermo Fisher). Gene expression level was calculated by normalizing to *Gapdh* mRNA level. The sequences of primer sets are shown in **Table 1**.

**Table 1:** Primer sequences for quantitative PCR.

Gene	Forward (5’→ 3’)	Reverse (5’→ 3’)
*Il6*	GAGGATACCACTCCCAACAGACC	AAGTGCATCATCGTTGTTCATACA
*Il23*	GGTGGCTCAGGGAAATGT	GACAGAGCAGGCAGGTACAG
*Tnf*	ATGAGCACAGAAAGCATGA	AGTAGACAGAAGAGCGTGGT
*Il1b*	TGGACCTTCCAGGATGAGGACA	GTTCATCTCGGAGCCTGTAGTG
*Nos2*	CCCTTCCGAAGTTTCTGGCAGCA	GGCTGTCAGAGAGCCTCGTGGCTTT
*Gapdh*	TCAAGAAGGTGGTGAAGCAG	TCGCTGTTGAAGTCAGAGGA

### Measurement of mRNA stability

To analyze *Tnf* or *Il6* mRNA stability, macrophages were stimulated with LPS, followed by actinomycin D (ActD, 10 µg/ml) addition to block transcription. Total RNAs were extracted from cells for qRT-PCR. The mRNA level of cells without ActD was set as 100%. The percentage of mRNA abundance in ActD-treated cells at different times was calculated.

### Immunoprecipitation and immunoblotting

Macrophages were washed and incubated at 4°C for 30 min in lysis buffer containing protease inhibitor cocktail (Roche), 1 mM DTT, and 1 mM PMSF. After 30 min at 4°C, the cell suspensions were centrifuged at 12,000 rpm for 10 min at 4°C. Protein concentrations were determined by the BCA method (Thermo Fisher). Cell lysates were incubated with isotype (goat Ig) or anti-PGAM5 Abs, and further incubated with Protein G-agarose. Immunoprecipitates were washed with lysis buffer and subjected to SDS-PAGE.

Whole cell lysates were separated with SDS-PAGE, and proteins were transferred to membranes. Immunoblotting was performed with the appropriate primary and HRP-conjugated secondary antibodies and visualized by chemiluminescence.

### Measurement of cytokine concentrations

TNF and IL-6 levels in sera or culture supernatants were measured by ELISA according to the manufacturer’s protocol (Thermo Fisher).

### Intracellular succinate or triglyceride quantification

Succinate or triglyceride levels in macrophages were determined using Succinate Assay Kit or Triglyceride Assay Kit (Abcam).

### Extracellular flux analysis

Metabolic changes were monitored by an extracellular flux analyzer XFe96 (Seahorse Bioscience). Macrophages were resuspended in XF Base DMEM containing 2 mM glutamine, and seeded in a Seahorse Bioscience 96-well plate at the density of 4 10^4^ cells per well. After 3 h, cells were treated with medium or LPS + IFN-γ, and incubated for 24 h at 37°C in an atmosphere of 5% CO_2_.

Glycolytic rate assay was performed. During extracellular flux analysis, cells were sequentially treated with rotenone + antimycin A (final concentration of 10 μM each), followed by 2-deoxy-D-glucose (50 μM, final concentration) and the extracellular acidification rate (ECAR, glycolysis indication) was measured.

Cellular mitochondrial stress test was performed to measure mitochondrial metabolism. Cells were sequentially treated with 2 μM oligomycin A (OA), 1 μM FCCP + 1 mM pyruvate, and 1 μM rotenone + antimycin A to measure the oxygen consumption rate (OCR, mitochondrial respiration indication) and to calculate ATP production (23).

### Statistical analysis

Statistical significance was analyzed by a two-tailed unpaired *t*-test or one-way ANOVA followed by Tukey’s *post hoc* multiple comparison test using Prism software (version 8, GraphPad, San Diego, CA). The survival of mice was tested by Kaplan-Meier analysis. A *p* value <0.05 was considered statistically significant. Each experiment was repeated as indicated in the figure legends; representative results are shown.

## Results

### Drp1 regulates the proinflammatory responses in innate immunity and contributes to the pathology of endotoxin-induced septic shock

First, we examined the role of Drp1 in regulating the proinflammatory responses in macrophages. Previously, we generated a macrophage cell line using bone marrow cells from WT mice (21). The immortalized WT bone marrow-derived macrophages (iBMDMs) were infected with lentiviruses encoding control or Drp1 shRNA sequences to knock down Drp1 (**Figure 1A**). Control or Drp1 knockdown (KD) iBMDMs were stimulated with TLR ligands, and the levels of cytokines in culture supernatants were measured after 24 hours. TLR-induced TNF and IL-6 production was reduced significantly in Drp1 KD iBMDMs compared with control cells, indicating that any TLR signaling is involved in the Drp1-mediated inflammatory responses in macrophages (**Figure 1B**). Similarly, the expression of *Tnf*, *Il6*, or *Il1b* mRNAs was induced by LPS treatment in control iBMDMs, whereas KD of Drp1 significantly reduced their expression (**Figure 1C**). We further evaluated the role of Drp1 in macrophages by inhibiting Drp1 activity with Mdivi-1. We found that the production of TNF and IL-6 was also downregulated by inhibition of Mdivi-1 (**Figure 1D**), supporting the role of Drp1 in the regulation of inflammatory responses in macrophages.

**Figure 1:**
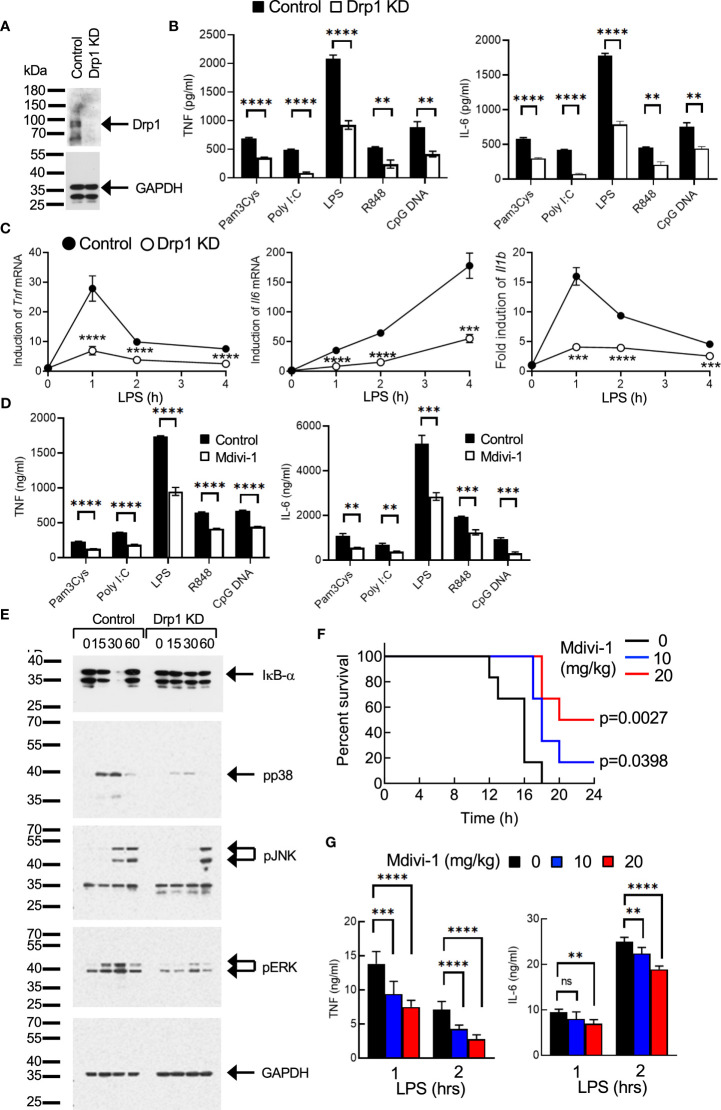
Drp1 regulates the proinflammatory responses in macrophages. **(A–C)**. **(A)** Control or Drp1 KD iBMDMs were **(B)** stimulated with medium or TLR ligands such as Pam3Cys (5 μg/ml), poly I:C (25 μg/ml), LPS (100 ng/ml), R848 (2 μg/ml), or CpG DNA (5 μg/ml). After 24 hours, TNF or IL-6 levels were measured by ELISA (n=4). **(C)** Control or Drp1 KD iBMDMs were treated with LPS (100 ng/ml), and total RNAs were collected at the indicated times to analyze the induction of cytokine mRNAs by qPCR (n=4). **(D)** Peritoneal macrophages were incubated with vehicle (control) or Mdivi-1 (10 μM) for an hour, followed by stimulation with TLR ligands for 24 hours. TNF and IL-6 levels were measured by ELISA (n=4). **(E)** Activation of cell signaling. Control or Drp1 KD iBMDMs were treated with LPS (100 ng/ml), and cell lysates were prepared at the indicated times for Western blot analysis by using the indicated antibodies. GAPDH level was detected as a loading control. **(F, G)** Endotoxin-induced sepsis model. WT mice were injected with vehicle or Mdivi-1 i.p., followed by i.p. injection of LPS (n=9 per group). **(F)** Survival was monitored and **(G)** serum TNF or IL-6 levels were measured by ELISA. Data are shown as mean ± SD. **p<0.01; ***p<0.005; ****p<0.001. n.s., not significant. Representative result of 2-3 repeated experiments is shown.

Next, we examined how Drp1 regulates the signaling pathways in the TLR-mediated induction of inflammatory responses in macrophages. Degradation of IκB-α, and phosphorylation of p38, JNK, and ERK by LPS treatment were significantly reduced or delayed in Drp1 KD iBMDMs compared with control cells (**Figure 1E**), indicating that Drp1 plays a role in regulating the TLR-proximal signaling pathway in macrophages.

We further examined the role of Drp1 *in vivo* using endotoxin-induced sepsis model in mice. Mice received PBS or Mdivi-1 intraperitoneally, followed by an i.p. injection of LPS. The survival of mice was significantly extended by Mdivi-1 administration, suggesting the proinflammatory role of Drp1 in sepsis (**Figure 1F**). We further observed that serum levels of TNF or IL-6 increased by LPS administration, while Mdivi-1 administration substantially lowered their levels (**Figure 1G**), which indicates the inhibition of Drp1 activity in macrophages reduced the production of proinflammatory cytokines, resulting in the extended survival of mice in sepsis.

Collectively, our results suggest that Drp1 regulates the TLR-mediated signaling pathways for the induction of macrophage inflammatory responses and further contributes to the pathology of endotoxin-induced septic shock in mice, as inhibition of Drp1 extended the survival of mice.

### TLR-dependent PGAM5 activation regulates Drp1-mediated inflammatory responses in macrophages

PGAM5 dephosphorylates and activates Drp1, which results in mitochondrial fission and ROS production that cause cellular damage during necrosis (24). Although previous studies showed that Drp1 regulates the expression of cytokines in macrophages and T cells (25, 26), it is still unclear whether PGAM5 directly regulates Drp1 activity in innate immunity. Since our previous study suggests a novel function of PGAM5-Drp1 signaling in the regulation of NKT cell activation during liver inflammation (19), we tested whether Drp1 activation is dependent on PGAM5 activity in innate immunity. To test this, we first examined whether PGAM5 regulates Drp1 phosphorylation. We observed that LPS treatment resulted in the dephosphorylation of Drp1 serine 637 (Ser 637) in control iBMDMs, whereas PGAM5 KD did not show Drp1 dephosphorylation (**Figure 2A**). However, phosphorylation of Drp1 Ser 616 was not detected in macrophages (data not shown). Thus, this result indicates that PGAM5 regulates the phosphorylation status of Drp1 for activation in macrophages.

**Figure 2:**
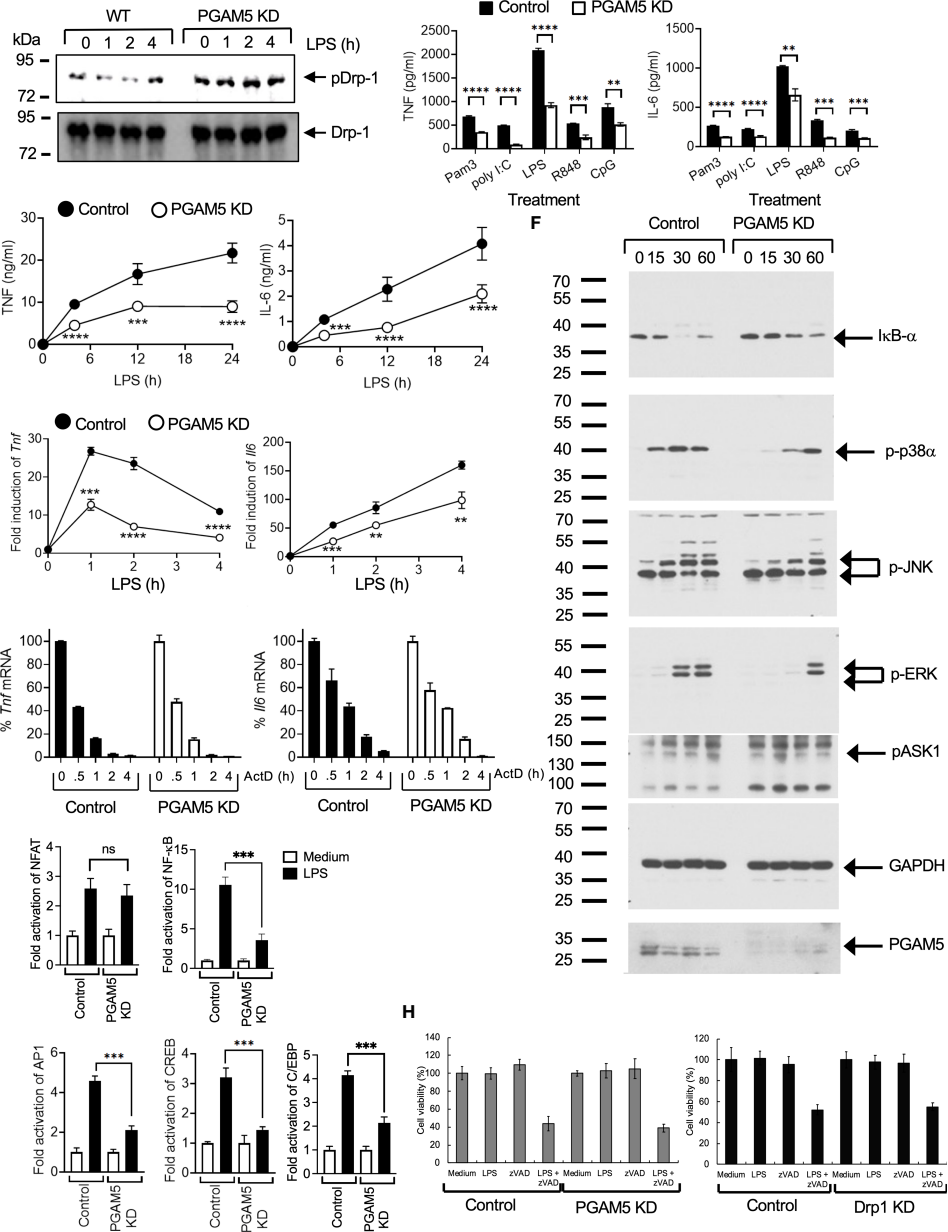
PGAM5 contributes to the induction of proinflammatory responses by regulating the phosphorylation of Drp1 in macrophages. **(A)** Control or PGAM5 KD iBMDMs were stimulated with LPS (100 ng/ml), and the phosphorylation status of Drp1was detected by phospho-Drp1 (S637) Abs. Non-phosphorylated form was detected by Drp1 Abs. **(B–D)**. **(B)** Control or PGAM5 KD iBMDMs were treated with TLR ligands such as Pam3Cys (5 μg/ml), poly I:C (25 μg/ml), LPS (100 ng/ml), R848 (2 μg/ml), or CpG DNA (5 μg/ml) for 24 hours. Culture supernatants were collected to measure TNF or IL-6 levels by ELISA (n=4). **(C)** Control or PGAM5 KD iBMDMs were treated with LPS (100 ng/ml), and culture supernatants were collected at the indicated times to measure TNF or IL-6 concentration by ELISA (n=4). **(D)** Total RNAs were collected at the indicated times to analyze the induction of cytokine mRNAs by qPCR (n=4). **(E)** Control or PGAM5 KD iBMDMs were treated with LPS (100 ng/ml) for 1 (*Tnf*) or 4 (*Il6*) hours and further incubated with ActD (10 μg/ml) for the indicated times. The mRNA level of ActD-unstimulated cells was set as 100%. The relative percentage of Tnf or Il6 levels at each time point was calculated (n=3). **(F)** Control or PGAM5 KD iBMDMs were treated with LPS (100 ng/ml) and the activation of signaling molecules was analyzed by immunoblotting. GAPDH level was detected as a loading control. **(G)** Control or PGAM5 KD iBMDMs were transfected with NF-AT-, NF-κB, AP-1-, C/EBP-, or CREB-driven luciferase plasmids, and treated with LPS for 6 hours after 2 days. Luciferase assay was performed and the activity of pTK-RL was measured as the internal control. Fold induction of luciferase activity was calculated to the untreated cells (n=4). **(H)** Control or PGAM5 KD, and control or Drp1 KD iBMDMs were incubated with medium, LPS (100 ng/ml), zVAD (10 μM), or LPS+zVAD, and cell viability was tested after 24 hours by MTT method (n=6). Data are shown as mean ± SD. **p<0.01; ***p<0.005; ****p<0.001. n.s., not significant. Representative result of 2-3 repeated experiments is shown.

We further examined the role of PGAM5 in regulating the inflammatory responses of macrophages. Control or PGAM5 KD iBMDMs were stimulated with different TLR ligands. TLR ligand-induced production of TNF or IL-6 was significantly reduced in PGAM5 KD iBMDMs compared with control cells (**Figure 2B**), indicating the role of PGAM5 in macrophage activation. Similarly, TNF or IL-6 production was lower at the early time points after LPS stimulation, and the induction of *Tnf* or *Il6* mRNAs was reduced in PGAM5 KD cells (**Figures 2C, D**), indicating that PGAM5 signaling plays a crucial role in the regulation of inflammatory responses in innate immunity. We further examined whether PGAM5 regulated the stability of inflammatory cytokines in macrophages and found that the rate of *Tnf* or *Il6* mRNA degradation is comparable between control and PGAM5 KD iBMDMs (**Figure 2E**), suggesting that PGAM5 regulates the signaling events that induce the expression of cytokines, while the mRNA stability is not affected by PGAM5.

Next, we compared the TLR-mediated signaling pathways that are crucial for the production of inflammatory cytokines. Degradation of IκB-α, and phosphorylation of p38α, JNK, and ERK were significantly reduced in LPS-treated PGAM5 KD iBMDMs (**Figure 2F**). Additionally, the activation of transcription factors such as NF-κB, AP-1, CREB, and C/EBP by LPS was substantially reduced in PGAM5 KD iBMDMs, while NFAT activation was comparable between control and PGAM5 KD cells (**Figure 2G**). Collectively, our results suggest that PGAM5 regulates TLR-mediated macrophage activation by controlling the activation of downstream signaling pathways.

### PGAM5 signaling in macrophages does not include ASK1 activation and necroptosis

Previous studies have shown that PGAM5 regulates ASK1 activity for the activation of p38α and JNK, and ASK1 induces the activation of the MKK3/6 → p38α pathway in innate immune cells (27–29). Thus, we tested whether PGAM5 regulates the phosphorylation of ASK1. Control or PGAM5 KD iBMDMs were treated with LPS, and ASK1 phosphorylation at Thr 845 was assessed by immunoblotting. ASK1 phosphorylation was increased by LPS treatment, but the level of phosphorylation was comparable between control and KD cells (**Figure 2F**). This result indicated that PGAM5 does not directly regulate ASK1 in the activation of MAP kinase signaling. Therefore, our results ruled out the involvement of ASK1 downstream of PGAM5.

Because PGAM5 is known to regulate the induction of necroptosis, we tested whether necroptosis was involved in PGAM5-mediated macrophage activation. Induction of cell death by inhibition of caspase activity by zVAD in LPS-treated macrophages (necroptosis) was comparable between control and PGAM5 KD iBMDMs (**Figure 2H**), which indicates that PGAM5 does not induce necroptosis during macrophage activation. Additionally, the viability of macrophages was also comparable between control and Drp1 KD cells (**Figure 2H**). Collectively, our results suggest that the regulation of PGAM5-Drp1 activity is an essential aspect of necroptosis-independent TLR-mediated inflammatory responses in innate immune cells.

### PGAM5-Drp1 signaling is dependent on TLR adaptor proteins MyD88 and TRIF to regulate mtROS in macrophages

Next, we tested whether PGAM5-mediated Drp1 activation is dependent on adaptor proteins such as myeloid differentiation primary response 88 (MyD88) and TIR domain-containing adapter-inducing interferon-β (TRIF) that interact with TLRs upon ligand recognition. To this end, WT peritoneal macrophages were incubated with control, MyD88- or TRIF-inhibitory peptides, followed by LPS or poly I:C stimulation. We observed that LPS- or poly I:C-induced Drp1 dephosphorylation was delayed or reduced by inhibiting MyD88 or TRIF oligomerization (**Figure 3A**), suggesting that TLR-mediated signaling pathways regulate the PGAM5-Drp1-mediated induction of proinflammatory responses in macrophages.

**Figure 3:**
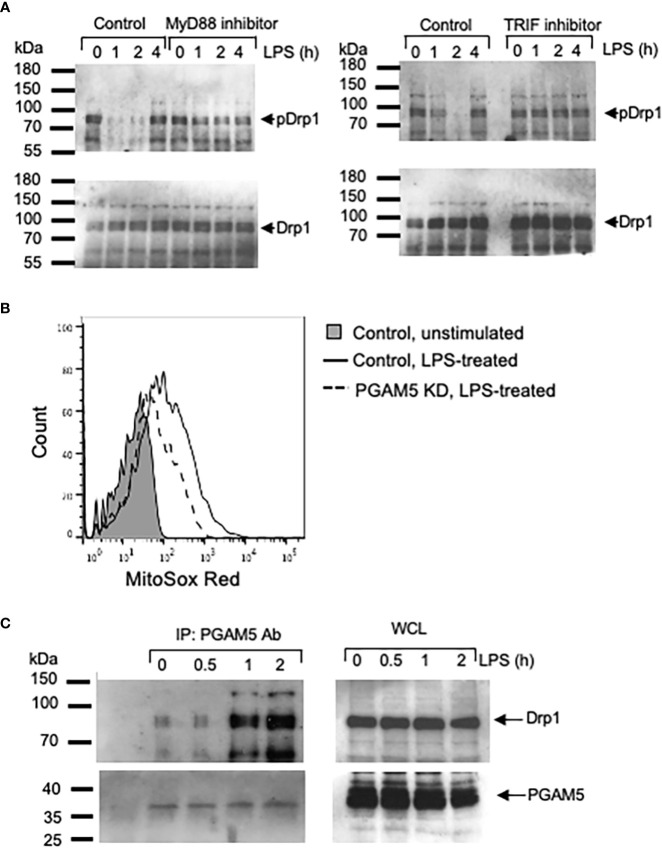
PGAM5 interacts with Drp1 and regulates the production of mtROS in macrophages. **(A)** Peritoneal macrophages from WT mice were incubated with control, MyD88- or TRIF-inhibitory peptide and treated with LPS (100 ng/ml) for indicated times. Dephosphorylation of Drp1 (S656) was analyzed by immunoblotting. **(B)** Control or PGAM5 KD iBMDMs were incubated with MitoSOX and LPS for 12 hours and the intracellular mtROS levels were measured by FACS analysis. **(C)** WT iBMDMs were stimulated with LPS (100 ng/ml). Cell lysates were prepared and immunoprecipitated with anti-PGAM5 Abs. Goat Ig was used as an isotype control. Association of PGAM5 and Drp1, and endogenous PGAM5 and Drp1 levels were detected by blotting with anti-PGAM5 or Drp1 Abs. Representative result of 3 repeated experiments is shown.

One of the essential functions of mitochondria in macrophages is the generation of ROS (30). In addition to the bactericidal role of mtROS (31, 32), mtROS can also act as a signal that induces the expression of proinflammatory genes by regulating NF-κB and MAPK signaling pathways (8, 33). Thus, we asked whether PGAM5 regulates mtROS generation in macrophages. Stimulation with LPS increased the level of mtROS in control iBMDMs; however, the mtROS level in PGAM5 KD cells was significantly reduced (**Figures 3B**, **S1**), implicating the role of PGAM5 in the generation of mtROS by regulating mitochondrial metabolism in macrophages. Based on this, it is suggested that PGAM5 signaling regulates mtROS production for the expression of inflammatory cytokines.

### LPS treatment increases the association of PGAM5 with Drp1

Activation of TLR signaling regulated the phosphorylation status of Drp1 as PGAM5 dephosphorylated Drp1 by LPS treatment. Thus, we further examined whether PGAM5 interacted with Drp1 in activated macrophages. Association of PGAM5 and Drp1 was detected at a low level in resting macrophages, while LPS treatment increased the formation of PGAM5 and Drp1 (**Figure 3C**), which suggests that MyD88/TRIF-dependent TLR signaling facilitates the formation of PGAM5 and Drp1 complex, leading to the dephosphorylation of Drp1 in macrophages.

### RIPK3 is dispensable in TLR-mediated inflammatory responses

PGAM5 has been identified as a key regulator of RIPK3-mediated signaling since PGAM5 interacts with the RIPK1/RIPK3 complex after stimulation. We tested whether RIPK3 is involved in TLR-mediated inflammatory responses in innate immunity. Peritoneal macrophages from WT or RIPK3 KO mice were treated with different TLR ligands, and TNF and IL-6 levels were measured. Proinflammatory cytokine levels induced by TLR ligand were comparable between WT and RIPK3 KO macrophages, indicating that RIPK3 does not regulate PGAM5-mediated inflammatory responses in macrophages (**Figure 4A**). Similarly, RIPK3 deficiency did not affect the levels of LPS-induced *Tnf* or *Il6* mRNAs in macrophages (**Figure 4B**).

**Figure 4:**
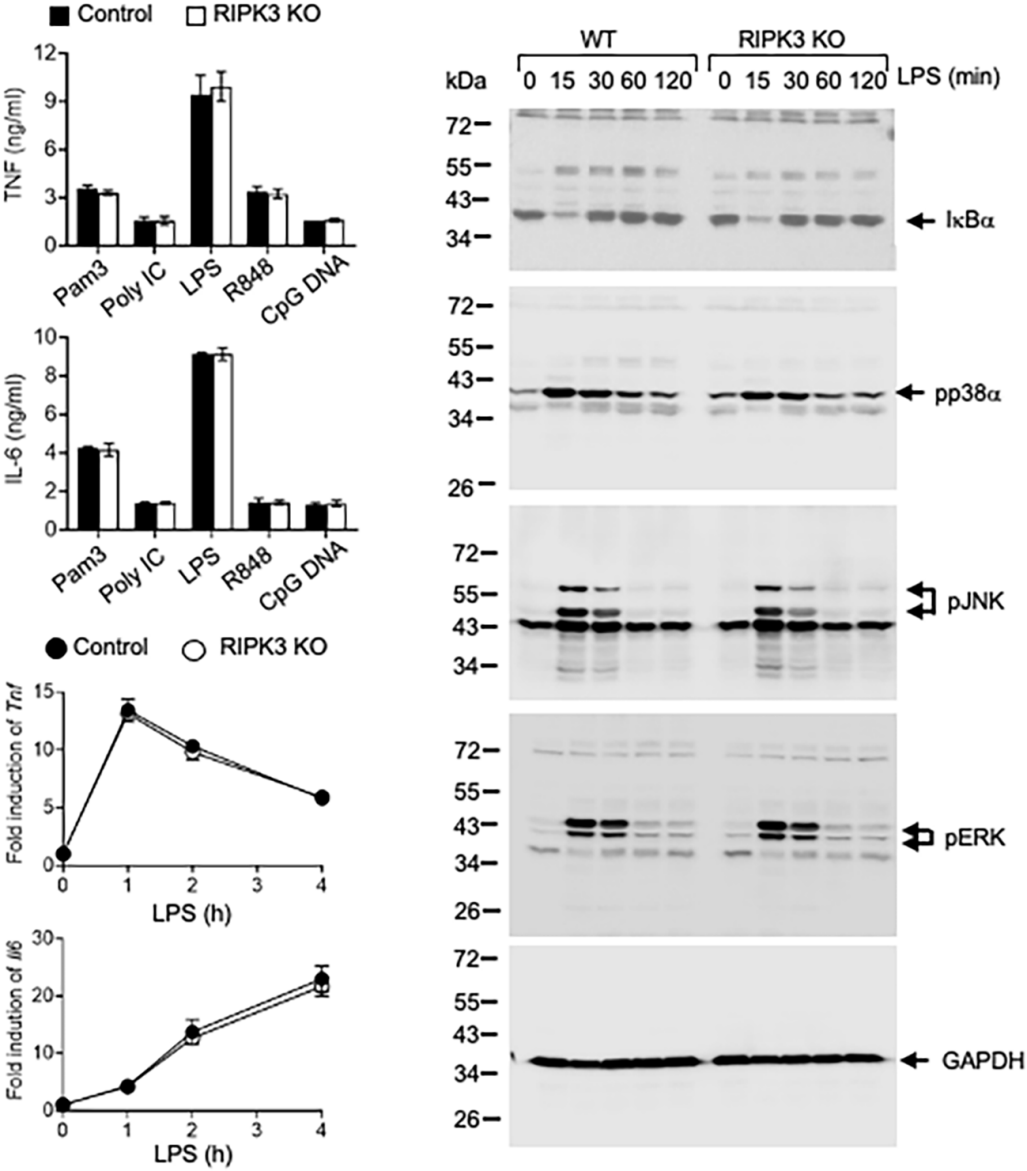
PGAM5-Drp1 signaling is not regulated by RIPK3. **(A)** Peritoneal macrophages from WT or RIPK3 KO mice were treated with TLR ligands such as Pam3Cys (5 μg/ml), poly I:C (25 μg/ml), LPS (100 ng/ml), R848 (2 μg/ml), or CpG DNA (5 μg/ml) for 24 hours. TNF or IL-6 concentrations in culture supernatants were measured by ELISA (n=4). **(B)** WT or RIPK3 KO macrophages were stimulated with LPS (100 ng/ml), and the induction of *Tnf* or *Il6* mRNAs was measured by qPCR analysis (n=4). **(C)** WT or RIPK3 KO macrophages were treated with LPS (100 ng/ml), and the degradation of IκBα and phosphorylation of MAPKs were analyzed by immunoblotting. GAPDH level was detected as a loading control. Representative result of 2-3 repeated experiments is shown.

TLR-mediated signaling pathways were examined. LPS-induced IκB-α degradation and p38α, JNK, and ERK phosphorylation were comparable between WT and RIPK3 KO peritoneal macrophages (**Figure 4C**). Collectively, our data indicates that RIPK3 does not play a role in regulating the induction of inflammatory responses, and PGAM5 is not regulated by RIPK3 activity in macrophages.

### PGAM5-Drp1 signaling contributes to the induction of proinflammatory macrophage phenotype

High plasticity and adaptation to various stimulatory conditions are the hallmark of macrophages. Emerging evidence shows that contrasted metabolic activities determine the proinflammatory or anti-inflammatory phenotypes of macrophages (4–6). We further examined whether PGAM5-Drp1 signaling plays a role in the determination of macrophage phenotype. Classically activated and pro-inflammatory M1 macrophages are induced by LPS and IFN-γ, while IL-4 treatment increases the induction of alternatively activated M2 macrophages that express the anti-inflammatory genes *in vitro* (34). To test the role of PGAM5 in the induction of M1 macrophages, control or PGAM5 KD iBMDMs were incubated with LPS + IFN-γ, and the expression of proinflammatory markers was examined. LPS-induced expression of *Tnf*, *Nos2*, *Il23*, or *Il6* in control cells was reduced significantly by KD of PGAM5 (**Figure 5A**), indicating that PGAM5 regulates the promotion of the proinflammatory phenotype of macrophages. Moreover, flow cytometry analysis indicated that the expression levels of NOS2 and CD11c, which are markers of proinflammatory macrophages, were lower in PGAM5 KD iBMDMs compared with control cells (**Figures 5B**, **S1**). Furthermore, Drp1 also regulated the induction of proinflammatory responses in macrophages, as the expression of proinflammatory genes was significantly reduced in LPS + IFN-γ-treated Drp1 KD iBMDMs compared with control cells (**Figures 5C, D**, **S1**). Collectively, it is suggested that PGAM5-Drp1 signaling contributes to the promotion of the proinflammatory macrophage phenotype.

**Figure 5:**
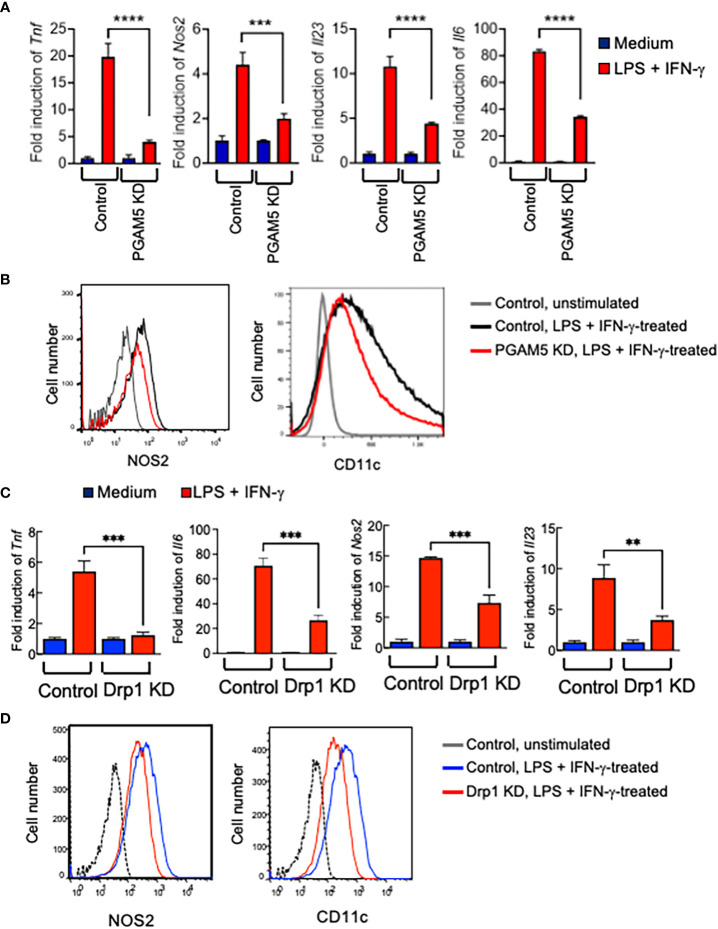
PGAM5-Drp1 promotes the polarization of macrophages toward proinflammatory phenotype. **(A, B)** Control or PGAM5 KD iBMDMs or **(C, D)** control or Drp1 KD iBMDMs were treated with medium or LPS (100 ng/ml) + IFN-γ (100 ng/ml) for 24 hours. **(A, C)** Total RNAs were prepared and the expression of pro-inflammation genes was analyzed by qPCR (n=4) and **(B, D)** the expression of CD11c and NOS2 was analyzed by FACS. Data are shown as mean ± SD. **p<0.01; ***p<0.005; ****p<0.001. Representative result of 2-3 repeated experiments is shown.

### PGAM5 promotes the metabolic reprogramming of proinflammatory macrophages

High plasticity and adaptation to various stimulatory conditions are the hallmarks of macrophages. Emerging evidence shows that contrasted metabolic activities determine the proinflammatory M1 macrophages or anti-inflammatory M2 phenotypes of macrophages (4–6). Therefore, we further examined whether PGAM5 regulates the metabolic reprogramming of macrophages that results in the induction of a proinflammatory phenotype.

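Control and PGAM5 KD iBMDMs, both treated with LPS (100 ng/ml) for 4 hours, were compared by RNA-seq with 3 libraries per group. iBMDMs are mouse bone marrow-derived macrophages that were immortalized to grow as a cell line, and PGAM5 KD cells express an shRNA against Pgam5 delivered by a lentivirus. All 6 libraries came from LPS-treated cells, so the values compare the groups after LPS and do not measure an induction over untreated cells. The libraries were made from poly(A) RNA by the sequencing provider. The authors deposited FPKM, the fragments per kilobase of exon scaled to the depth of the library, for the same Ensembl genes in each library. The paper's text names neither the aligner nor the genome build behind these values. In the GENCODE M21 annotation of GRCm38, which holds 54495 of the genes, FPKM multiplied by exon length fell on whole multiples of the value of 1 fragment for 96.8% to 97.1% of the values under 1000 fragments. The depth recovered in this way was 18165599, 20178812 and 19523341 fragments in control replicates 1, 2 and 3, and 21977827, 18163464 and 24388918 fragments in PGAM5 KD replicates 1, 2 and 3. In the library with the fewest fragments, 1 fragment on a gene with 1 kb of exon was worth 0.0551 FPKM. Replicates of the same group differed by more than the sampling noise of their fragments (chi-square per degree of freedom from 4.82 to 8.16), so none was treated as a copy of another, which does not show that they were separate cultures or infections. FPKM was not scaled further between libraries. Log2(FPKM + 1) of the 10540 genes with a mean FPKM of at least 1 over the 6 libraries was tested with limma, using a mean-variance trend and Benjamini-Hochberg adjustment. A log2 fold change on this scale understates the change of genes with low FPKM. The fit tested on simulated data recovered 190 of 191 genes changed 2.5-fold at an adjusted p-value under 0.05. Pgam5 (ENSMUSG00000029500), on the minus strand of chromosome 5 from 110259130 to 110269913, had 17.1, 13.0 and 13.4 FPKM in the control libraries and 4.33, 5.75 and 4.53 FPKM in the PGAM5 KD libraries. This is a log2 fold change of -1.40 (standard error 0.13, adjusted p = 0.000358 from limma), and every library labelled PGAM5 KD was below every control library.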

First, we examined whether the expression of metabolism genes is regulated by PGAM5 in macrophages by RNA-seq analysis. 

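Slc2a1 (ENSMUSG00000028645), which encodes Glut1, lies on chromosome 4 of GRCm38 from 119108711 to 119137983. Its expression was 72.2 ± 1.19 FPKM in control iBMDMs (SD, n = 3) and 96.8 ± 2.92 FPKM in PGAM5 KD iBMDMs (SD, n = 3), with between 4603 and 8540 fragments per library. The log2 fold change was 0.42 (standard error 0.03, adjusted p = 0.000227 from limma over all genes tested). Ldha (ENSMUSG00000063229), on chromosome 7 from 46841475 to 46855627, had 671 ± 8.29 FPKM in control cells (SD, n = 3) and 989 ± 12.8 FPKM in PGAM5 KD cells (SD, n = 3), a log2 fold change of 0.56 (standard error 0.03, adjusted p = 2.45e-05 from limma). The genome holds many processed pseudogenes of Ldha, but at least 99.7% of the fragments on Ldha and the genes that resemble it were on Ldha. Fasn (ENSMUSG00000025153), on the minus strand of chromosome 11 from 120805846 to 120824547, had 92.4 ± 3.29 FPKM in control cells (SD, n = 3) and 65.7 ± 0.435 FPKM in PGAM5 KD cells (SD, n = 3), a log2 fold change of -0.48 (standard error 0.04, adjusted p = 0.000151 from limma). For these 3 genes the control and PGAM5 KD libraries did not overlap (exact two-sided permutation test, p = 0.1 for each, the smallest p that 3 libraries against 3 allow), and their log2 fold changes stayed between 0.40 and 0.44, between 0.55 and 0.57 and between -0.51 and -0.47 when each library was left out in turn. The alternative that moved Ldha most was quantile normalization, which gave a log2 fold change of 0.31.
Acly (ENSMUSG00000020917), on the minus strand of chromosome 11 from 100476353 to 100528000, had 65.7 ± 0.409 FPKM in control cells (SD, n = 3) and 62.4 ± 2.70 FPKM in PGAM5 KD cells (SD, n = 3). The difference was not past the threshold, with a log2 fold change of -0.075 (standard error 0.04, adjusted p = 0.186 from limma; exact permutation p = 0.2). Quantile normalization and scaling to TPM moved it past the threshold, with log2 fold changes of -0.152 and -0.154. Acaca (ENSMUSG00000020532), on chromosome 11 from 84129672 to 84401651, had 9.32 ± 0.765 FPKM in control cells (SD, n = 3) and 7.89 ± 0.256 FPKM in PGAM5 KD cells (SD, n = 3). Its log2 fold change of -0.21 (standard error 0.07) was at the edge of the threshold, with an adjusted p = 0.0471 from limma that rose to 0.128 without control replicate 3. The processed pseudogene Gm5182, chosen after its values were seen and 99.2% identical to Acaca over 6118 bases, was listed with 4.09 FPKM in control cells and 3.41 FPKM in PGAM5 KD cells, so fragments of Acaca may have been split between both genes by the authors' counting.

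**Figure D1:**
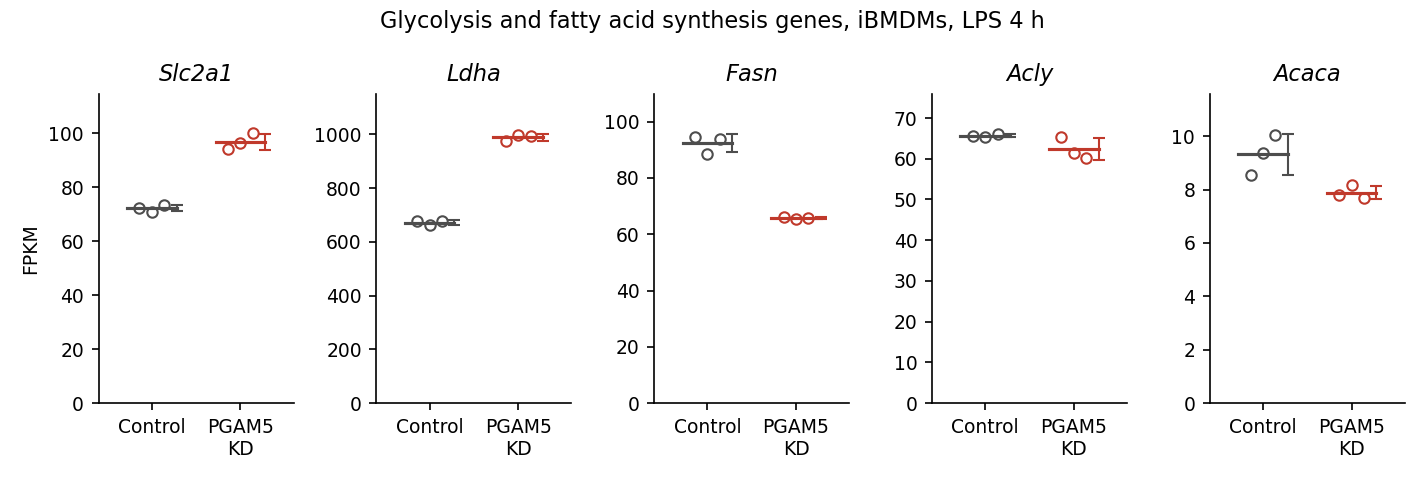
FPKM of Slc2a1, Ldha, Fasn, Acly and Acaca in each library of control (grey) and PGAM5 KD (red) iBMDMs after LPS for 4 hours. Circles are libraries, horizontal lines are means and bars are SD (n = 3), and each vertical axis starts at 0. The PGAM5 KD libraries are above all control libraries for Slc2a1 and Ldha and below them for Fasn and Acaca.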

By comparing the data from LPS-treated control or PGAM5 KD iBMDMs, we found that LPS-induced expression of glucose transporter 1 (Glut1, *Slc2a1*), lactate dehydrogenase A (*Ldha*) and fatty acid synthase (*Fasn*) was significantly reduced by KD of PGAM5, while that of ATP citrate synthase (*Acly*), and acetyl-CoA carboxylase (*Acaca*) was comparable between control and PGAM5 KD cells. However, pyruvate dehydrogenase E1 subunit α 1 (*Pdha1*) and aconitate decarboxylase 1 [*Acod1*, or immunoresponsive gene 1 (*Irg1*)] expression by LPS was substantially increased in PGAM5 KD macrophages (**Figures 6A, B**). 

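Pdha1 (ENSMUSG00000031299) lies on the minus strand of chromosome X of GRCm38 from 160122209 to 160138413, where its end overlaps Map3k15. It had 22.6 ± 1.44 FPKM in control cells (SD, n = 3) and 24.3 ± 1.69 FPKM in PGAM5 KD cells (SD, n = 3). The libraries of both groups overlapped, and the log2 fold change of 0.11 was not past the threshold (standard error 0.07, adjusted p = 0.27 from limma; exact two-sided permutation p = 0.3). Without PGAM5 KD replicate 1 it reached 0.154, with an adjusted p of 0.134 from limma. Acod1 (ENSMUSG00000022126), on chromosome 14 from 103046977 to 103056573, had 565 ± 3.19 FPKM in control cells (SD, n = 3) and 690.4 ± 18.8 FPKM in PGAM5 KD cells (SD, n = 3), with between 27016 and 43808 fragments per library. Every PGAM5 KD library was above every control library, with a log2 fold change of 0.29 (standard error 0.03, adjusted p = 0.0005 from limma; exact permutation p = 0.1). Under quantile normalization the log2 fold change of Acod1 was 0.026, with an adjusted p of 0.717 from limma. Adjusted over the list alone, 5 of the 7 metabolism genes of Fig. 6A had an adjusted p-value under 0.05, and the same number did so over all genes tested. The paper does not say how these genes were chosen, and if they were chosen on the same libraries the first count is not independent evidence.

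**Figure D2:**
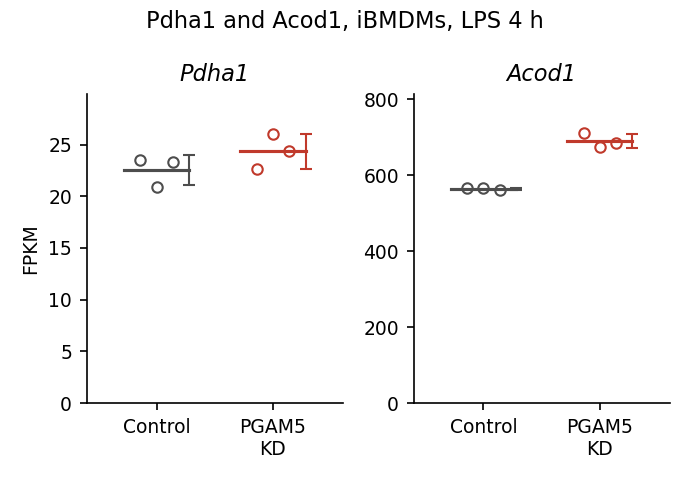
FPKM of Pdha1 and Acod1 in each library of control (grey) and PGAM5 KD (red) iBMDMs after LPS for 4 hours. Circles are libraries, horizontal lines are means and bars are SD (n = 3). The Pdha1 values of both groups overlap, and the Acod1 values of PGAM5 KD cells are all above those of control cells.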

We further confirmed the expression of metabolism genes between LPS-treated control, PGAM5 KD, and Drp1 KD iBMDMs was compared by qPCR analysis (**Figure 6C**). This result indicates that glycolysis and fatty acid synthesis are tightly regulated by the mitochondrial phosphatase PGAM5 for the metabolic reprogramming of macrophages to a proinflammatory phenotype.

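Expression of the genes of both pathways was compared between control and PGAM5 KD iBMDMs in the RNA-seq data after LPS for 4 hours, as lists written before the data were examined. Of 22 glycolysis genes tested, which include Slc2a1 and Ldha, 19 had a positive log2 fold change. In limma's test of single genes, 16 were higher and 2 were lower in PGAM5 KD cells at an adjusted p-value under 0.05. The median log2 fold change of the list was 0.43 (adjusted p = 6.52e-07 from limma's camera over 9 lists). The changes with the largest size in the list were those of the lactate transporter gene Slc16a3 (0.79, standard error 0.04), Tpi1 (0.65, standard error 0.03), Aldoc (0.64, standard error 0.08), Pfkl (0.62, standard error 0.04) and Pfkp (0.61, standard error 0.05), apart from Gapdh. The estimate for Gapdh, 0.94 with a standard error of 1.05, was not past the threshold (adjusted p = 0.535 from limma), because most of its fragments were on a processed pseudogene 99.9% identical to it. Pfkp overlaps the end of Pitrm1, which the authors' counting could have affected. Fragments summed over both genes rose by 0.311 on the log2 scale (SD 0.045), and from 52% to 67.2% of them were on Pfkp. The size of the change of Pfkp is therefore uncertain. Of 26 genes of fatty acid and triglyceride synthesis tested, 12 had a positive and 14 a negative log2 fold change, and the list was not past the threshold (median -0.065, adjusted p = 0.436 from camera). Besides Fasn, the falls with the largest size were those of Fads1 (-0.30, standard error 0.04) and Elovl1 (-0.28, standard error 0.04). Me1 and Slc25a1 rose by 0.51 and 0.40, each with a standard error of 0.04. With limma's fry in place of camera, the fatty acid list passed the threshold at an adjusted p of 0.0466, and the glycolysis list passed it both under fry and with a correlation estimated from the data (adjusted p = 0.0199). Without Fasn, Acly and Acaca, the median of the fatty acid list was 0.018, with an adjusted p of 0.941 from camera. Each of these genes lay below the median of the list, so leaving them out could only raise it. The value describes the remaining genes and is no test of the list.
The paper reasons that PGAM5 regulates glycolysis and fatty acid synthesis, and through them the change of macrophages to a proinflammatory phenotype. At this point it draws on the RNA-seq expression of Slc2a1, Ldha, Fasn, Acly, Acaca, Pdha1 and Acod1. It also draws on qPCR of metabolism genes (Fig. 6C) and an immunoblot of Fasn. Later it adds that LPS raised triglyceride in control but not PGAM5 KD cells, and that glycolysis, respiration and ATP production were lower. Those assays and the immunoblot followed longer treatment, with IFN-γ added for glycolysis, respiration and ATP, and were not analysed here. Higher mRNAs of glycolysis genes after LPS for 4 hours therefore do not decide whether the rate of glycolysis was lower later.

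**Figure D3:**
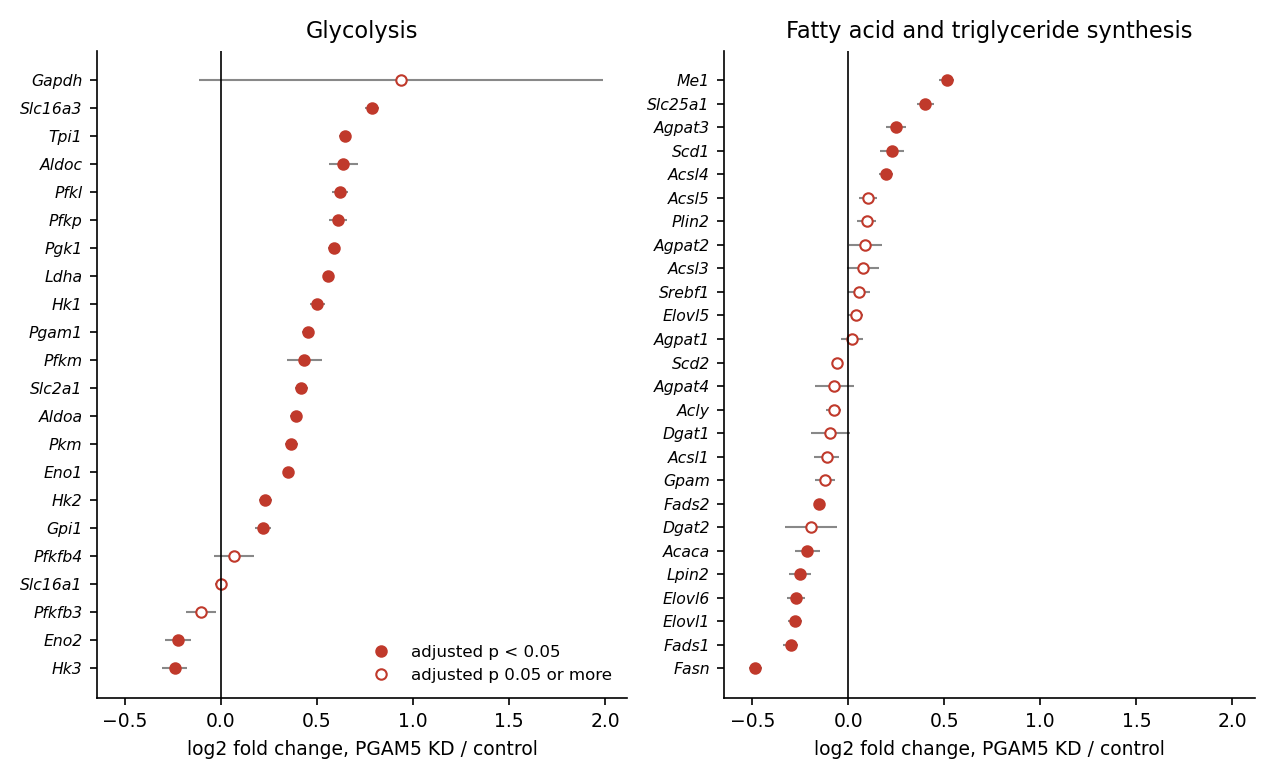
Log2 fold change of PGAM5 KD over control iBMDMs for each tested gene of the glycolysis list (left) and the fatty acid and triglyceride synthesis list (right), from limma on log2(FPKM + 1). Points are estimates, horizontal lines are standard errors, and filled points have an adjusted p-value under 0.05. In the glycolysis list 19 of 22 points lie above 0, and in the fatty acid and triglyceride synthesis list 12 of 26.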

**Figure 6:**
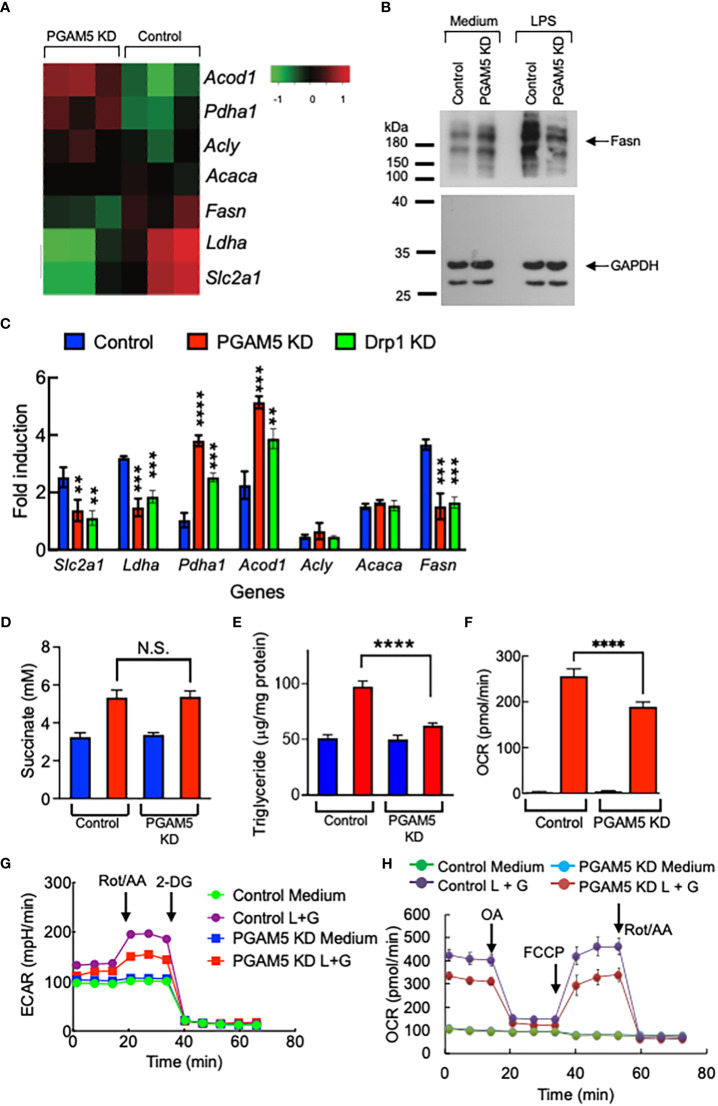
PGAM5 regulates the metabolic reprogramming of macrophages. **(A)** RNA-seq analysis of metabolism genes. Control or PGAM5 KD iBMDMs were treated with LPS for 4 hours and total RNA samples were prepared for RNA-seq analysis. **(B)** Control or PGAM5 KD iBMDMs were treated with LPS (100 ng/ml) for 24 hours and the expression of Fasn was detected by immunoblotting. The level of GAPDH was detected as a loading control. **(C)** Control, PGAM5 KD, or Drp1 KD iBMDMs were treated with LPS for 4 hours, and metabolism gene expression was analyzed by qPCR (n=4). **(D, E)** Control or PGAM5 KD iBMDMs were treated with LPS (100 ng/ml) for 24 hours and intracellular levels of succinate and TG were measured (n=4). **(F–H)** Real-time metabolic analysis (n=4). Control or PGAM5 KD iBMDMs were treated with LPS + IFN-γ for 24 hours, and glycolytic rate or mitochondrial stress assays were performed to measure the changes in **(F)** ECAR, **(G)** OCR, or **(H)** ATP production. Data are shown as mean ± SD. **p<0.01; ***p<0.005; ****p<0.001. N.S., not significant. Representative result of 2-3 repeated experiments is shown.

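With the thresholds the paper's methods give, an adjusted p-value under 0.05 and an absolute log2 fold change above 1, 139 genes were differentially expressed between control and PGAM5 KD iBMDMs, 83 of them higher and 56 lower in PGAM5 KD cells. Scaled to TPM, 149 genes were higher and 176 lower. TPM values are larger than FPKM values here, so the added 1 and the filter of 1 reach lower expression. These counts therefore do not reflect the scaling alone. Without the threshold on fold change, 3346 genes had an adjusted p-value under 0.05 in limma's test, of which 1771 were higher and 1575 lower. The groups of 3 libraries did not overlap for 47.1% of the genes tested, against the 10% that chance gives. On the log2(FPKM + 1) scale, the rises with the largest size among differentially expressed genes were those of Trim30a (1.79 ± 0.188 to 23.7 ± 2.29 FPKM, SD, n = 3), Ifi202b (2.58 ± 0.546 to 22.9 ± 2.69 FPKM), Lyz1 (2.43 ± 0.387 to 19.2 ± 1.26 FPKM), Il6 (0.464 ± 0.199 to 7.38 ± 0.618 FPKM) and Il1a (0.789 ± 0.241 to 7.27 ± 0.911 FPKM). Lyz1 is 95.8% identical to Lyz2, which had 1666 FPKM in control cells, and it received at most 1.5% of the fragments of both genes. The falls with the largest size were those of Gm47890, Mir194-1, Gm27598, Snord49a and Ighj3. Of these, Gm47890 fell from 7.07 ± 0.0949 to 0.0411 ± 0.0579 FPKM (SD, n = 3), and the other genes had exons of between 48 and 72 bases and at most 21 fragments in any library. Mir194-1 lost its call in 5 of the 6 fits that left out 1 library and with no filter on low values (adjusted p = 0.0934 from limma). Of the 56 lower genes, 23 had under 200 bases of exon, which poly(A) libraries of fragmented RNA measure poorly. Among protein-coding genes, 76 were higher and 25 lower, and the falls with the largest size were those of Tex101, Rgs2, Axl and Atp6v0d2, which were chosen after the values were seen.

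**Figure D4:**
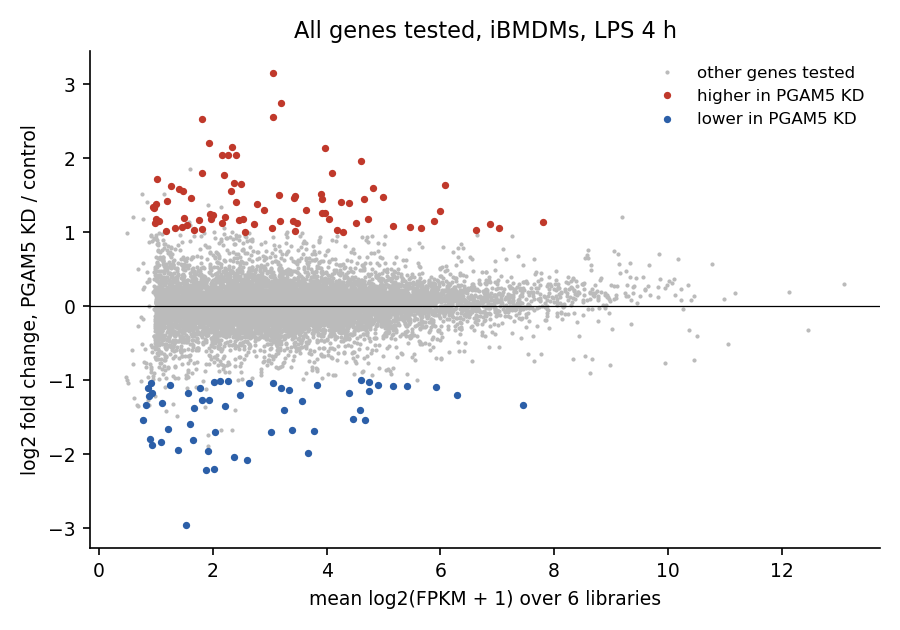
Log2 fold change of PGAM5 KD over control iBMDMs against mean log2(FPKM + 1) over 6 libraries, for the 10540 genes tested. Red and blue points are the 83 higher and 56 lower differentially expressed genes, and grey points are the other genes.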

Upon LPS stimulation of macrophages, mitochondrial TCA cycle remodeling is accompanied, which results in TCA metabolite accumulation, including succinate, which plays a critical role in inflammatory cytokine production (35–37). We found that LPS-induced succinate production was comparable between control and PGAM5 KD macrophages (**Figure 6D**). Although glycolysis was reduced, *Acod1* expression was increased in PGAM5 KD macrophages. Another metabolic feature of LPS-stimulated proinflammatory macrophages is fatty acid synthesis, leading to the accumulation of lipids in the form of triacylglycerol (TG) (2, 38). We found that LPS stimulation increased the concentration of TG in control macrophages, but not in PGAM5 KD cells (**Figure 6E**), which is consistent with the finding that the expression of *Fasn* is reduced in PGAM5 KD macrophages (**Figure 6B**).

To further test the role of PGAM5 in regulating cell metabolism, glycolysis and mitochondrial metabolism were analyzed using a Seahorse XF analyzer. By comparing the extracellular acidification rates (ECAR) between LPS +IFN-γ-treated control and PGAM5 KD iBMDMs, we found that KD of PGAM5 reduced the rate of glycolysis in macrophages (**Figure 6F**). Additionally, we found that PGAM5 also alters mitochondrial oxidative phosphorylation (OXPHOS) as the oxygen consumption rates (OCR) were significantly lower in PGAM5 KD iBMDMs than control cells (**Figure 6G**). Furthermore, ATP production induced by LPS + IFN-γ was significantly reduced in PGAM5 KD macrophages compared with control cells (**Figure 6H**).

Glycolysis rate, mitochondrial respiration, and ATP production were reduced in Drp1 KD iBMDMs compared with control cells, although the degree of reduction is not as significant as that of PGAM5 KD cells (**Figures 7A–C**).

**Figure 7:**
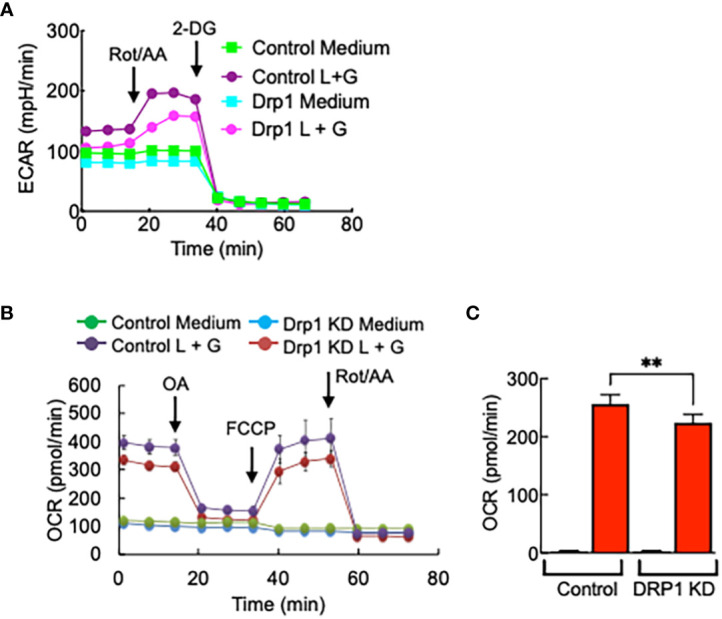
Drp1 regulates macrophage metabolism. Control or Drp1 KD iBMDMs were treated with LPS (100 ng/ml) + IFN-γ (100 ng/ml) for 24 hours, and glycolytic rate assay or mitochondrial stress assay were performed to measure the changes in **(A)** ECAR, **(B)** OCR, or **(C)** ATP production (n=3). Data are shown as mean ± SD. **p<0.001. Representative result of 2-3 repeated experiments is shown.

Collectively, these data indicate that PGAM5 promotes the metabolic reprogramming of proinflammatory macrophages by regulating glycolysis and mitochondrial metabolism, which further contribute to fatty acid synthesis in macrophages and the induction of proinflammatory responses in macrophages.

## Discussion

Mitochondria play a critical role in the activation, differentiation, and survival of immune cells. Microbial or viral infection or inflammatory stimuli may lead to changes in mitochondrial metabolism and physiology, resulting in the metabolic switching of macrophage activation (8, 39). In this study, we demonstrated how the mitochondrial phosphatase PGAM5 regulates proinflammatory responses in macrophages.

Dynamic and continuous fusion and fission of mitochondria are critical for maintaining their shape, size, and intracellular distribution, which is regulated by dynamin-related GTPases such as Drp1 (10, 40). Previous studies demonstrated that LPS-induced activation of Drp1 regulates the mitochondrial fission and subsequent inflammatory responses of macrophages and contributes to the promotion of vascular remodeling after injury (14, 15). Furthermore, PKCδ-dependent phosphorylation of Drp1 or Stat2-dependent phosphorylation of Drp1-dependent mitochondrial mass increase might be an upstream mechanism that regulates the induction of proinflammatory responses in macrophages (16, 17), suggesting that Drp1 plays a crucial role in connecting the changes in mitochondrial dynamics and innate immunity. In contrast, a study showed that KD of Drp1 augmented the activation of NLRP3 inflammasome activation without changing mtROS production or mitochondrial damage (41).

We also examined the mechanism of Drp1-mediated regulation of macrophage activation. Consistent with other studies, we observed that TLR-dependent inflammatory responses of macrophages were significantly reduced by KD or inhibition of Drp1, supporting the finding about the role of Drp1 in innate immune cells. Furthermore, macrophages Drp1 regulates the activation of NF-κB and MAPK pathways in TLR signaling and contributes to the promotion of vascular remodeling after injury (15). Similarly, we found that pharmacological inhibition of Drp1 by Mdivi-1 alleviated the pathology of endotoxin-induced septic shock in mice, suggesting the proinflammatory role of Drp1 in the development of inflammatory diseases and implicating its potential as a target of anti-inflammation treatment.

In our previous study, we found that PGAM5 regulated the phosphorylation of Drp1 in NKT cells, contributing to liver inflammation and anti-tumor immunity (19). Thus, we tested whether PGAM5 is an upstream molecule that directly regulates Drp1 activity in macrophages. Previous studies demonstrated the role of PGAM5 in innate immunity. PGAM5 regulates the activity of inflammasome and caspase 1 in BMDMs and contributes to IFN-β production in response to viral infection by promoting the TBK1 (TANK-binding kinase 1)/IFN regulatory factor 3 (IRF3) signaling pathway (42, 43). Knockdown of PGAM5 in macrophages significantly reduced the LPS-induced expression of inflammatory cytokines, indicating that PGAM5 regulates the activation of TLR signaling in macrophages. Moreover, the induction of the proinflammatory response and the activation of NF-κB and MAPKs signaling were reduced or delayed in PGAM5 knockdown macrophages treated with all TLR ligands we tested (TLR2, 3, 4, 7, 9 ligands). However, activation of ASK1 was not regulated by PGAM5 in macrophages, although PGAM5 regulated the activation of ASK1 in NKT cells, indicating that the downstream signaling pathway regulated by PGAM5 in macrophages differs from that in NKT cells. Collectively, our results indicate that PGAM5 is involved in the common pathway of TLR signaling in macrophages. Therefore, PGAM5 may play a crucial role in innate immunity as a regulator with a broad spectrum of TLR responses. Additionally, our preliminary results suggest the role of mitochondria in providing a platform for host protection against microbial infection and regulation of inflammation.

Activation of Drp1 is determined by the phosphorylation status of Ser residues, as phosphorylation at Ser 616 and dephosphorylation at Ser 637 implicate the Drp1 activation. Previous studies showed that Stat2 phosphorylates Drp1 at serine 616 for Drp1-mediated mitochondrial fission (44) and that protein kinase C (PKC) δ regulates the mitochondrial fission by phosphorylating Drp1 at Ser 616 (16). Additionally, phosphorylation of Ser 637 in HEK 293T cells is mediated by PKA (44). Furthermore, a study indicated that LPS induced Drp1 phosphorylation at Ser 616 immediately, followed by sustained Drp1 dephosphorylation at Ser 673 in bone marrow-derived macrophages (14), while only dephosphorylation of Drp1 at Ser 637 was detected in LPS-treated macrophages in our study. The exact mechanism of Drp1 modification and the effect of Drp1 phosphorylation on its activation or inhibition are likely dependent on cell types and cellular signals.

A previous study showed that the phosphorylation status of Ser 637 in Drp1 does not play a role in the recruitment of Drp1 to mitochondria. However, we found that LPS treatment regulates the phosphorylation status of Drp1 Ser 637 and the association of Drp1 and PGAM5 in macrophages, implicating that the Ser 637 residue in Drp1 might be essential for the recruitment of Drp1 to mitochondria. In our experiment, macrophages were stimulated, and the association of endogenous Drp1 and PGAM5 was detected by immunoprecipitation, while the study used the overexpression system of WT and mutant Drp1 plasmids in HEK 293 cells, resulting in a discrepancy in the requirement of Ser 637 in Drp1. Additionally, regardless of the phosphorylation status, it is suggested that Drp1 is recruited to mitochondrial PGAM5, followed by Ser 637 phosphorylation of Drp1 in LPS-treated macrophages.

Initiation of TLR signaling triggers the recruitment of receptor-proximal adaptors such as MyD88 and TRIF for the activation of downstream signaling that induces inflammatory responses in innate immune cells. Dephosphorylation of Drp1 was reduced or delayed by treating macrophages with MyD88- or TRIF-specific inhibitory peptides, indicating that the PGAM5-Drp1-mediated inflammatory response is dependent on the TLR-proximal signaling pathway. A previous study also suggested an involvement of MyD88 in LPS-mediated dephosphorylation of Drp1 (S656) (14). Mitochondrial ROS can act as signaling molecules to regulate the expression of cytokine genes (25, 26), while the dephosphorylation of Drp1 by activated PGAM5 induces mtROS generation (13, 24). In addition to the previous finding that Drp1 regulates the production of mtROS in macrophages (15), PGAM5 KD reduced mtROS levels in LPS-treated macrophages, suggesting the role of PGAM5-Drp1-mediated signaling in mtROS production for the induction of inflammatory responses. In our previous study, however, PGAM5 did not regulate the production of mtROS in NKT cells, which supports the notion that PGAM5-Drp1 signaling regulates the downstream pathways in a cell-type manner. Furthermore, it seems that the association of PGAM5 and Drp1 plays a crucial role in the inflammatory responses of macrophages, as PGAM5 forms a complex with Drp1 on LPS stimulation.

Previous studies showed that RIPK3 is dispensable for signaling pathways mediated by T cell and B cell receptors, TNFR, and TLR, and that RIPK3 does not regulate PGAM5 activity in macrophage inflammasome activation (42, 45). Our results also showed that the TLR-proximal signaling pathways for the expression of inflammation genes are not regulated by RIPK3.

Mitochondria play a crucial role in regulating cell metabolism, which is closely associated with the determination of the inflammatory phenotype of macrophages. Accordingly, consistent with the expression of proinflammatory cytokines, PGAM5 promoted M1 polarization of macrophages, as the expression of M1 markers was significantly reduced in PGAM5 KD macrophages, implicating that PGAM5 regulates the metabolic reprogramming of macrophages. In macrophages, LPS stimulation induced the expression of genes involved in glycolysis and fatty acid synthesis, on which M1 macrophage polarization relies. Expression levels of *Slc2a1* and *Ldha*, which are essential for glycolysis in macrophages, were lower in PGAM5 KD macrophages than in control cells. Accordingly, the rate of glycolysis determined by ECAR was significantly reduced in PGAM5- or Drp1-KD macrophages, supporting the finding that PGAM5-Drp1 signaling regulates glycolysis in macrophages. However, despite the decrease in glycolysis, the intracellular succinate level was not affected by the KD of PGAM5. We found that the expression of *Acod1* was higher in PGAM5 KD macrophages than control cells, leading to the inhibition of succinate dehydrogenase (SDH) for the accumulation of succinate in macrophages (46). ACOD1 promotes the production of itaconate by cis-aconitate decarboxylation in the mitochondrial matrix (47), leading to the metabolic switching of pr-inflammatory macrophages to an anti-inflammatory phenotype to facilitate tissue repair by limiting the proinflammatory conditions in macrophages (48, 49). Since *Acod1* expression was increased in PGAM5 KD macrophages, it is implicated that PGAM5-Drp1 signaling negatively regulates the expression of *Acod1* for the induction of proinflammatory responses in macrophages. However, the detailed mechanism of PGAM5-dependent ACOD1 regulation is not clear. Furthermore, PGAM5-Drp1 signaling regulates mitochondrial metabolism in macrophages, as PGAM5 KD macrophages exhibit dysfunctional mitochondrial respiration and a reduction of ATP production in addition to reduced mtROS production. Thus, it is suggested that PGAM5-Drp1 signaling regulates mtROS production reduction, oxygen consumption inhibition, and ATP reduction (50), leading to the increase in fatty acid synthesis (51).

Collectively, our results suggest that TLR-MyD88/TRIF-dependent PGAM5-Drp1 signaling regulates the induction of proinflammatory responses in macrophages by regulating the metabolic reprogramming of macrophages.

## Data availability statement

RNA-Seq data have been deposited at GEO and are openly available in NCBI GEO at https://www.ncbi.nlm.nih.gov/geo, reference number GSE235306.

## Ethics statement

The animal study was approved by Institutional Animal Care and Use Committee, The Scripps Research Institute. The study was conducted in accordance with the local legislation and institutional requirements.

## Author contributions

B-RB and HM performed experiments. YK designed and performed the experiments and wrote the manuscript. All authors contributed to the article and approved the submitted version.

# Supplementary material for: Mitochondrial PGAM5−Drp1 signaling regulates the metabolic reprogramming of macrophages and regulates the induction of inflammatory responses
**Source:** Front Immunol. 2023 Sep 12;14:1243548. doi: 10.3389/fimmu.2023.1243548
**Supplement:** Supplementary file 1

# Supplementary Figure S1

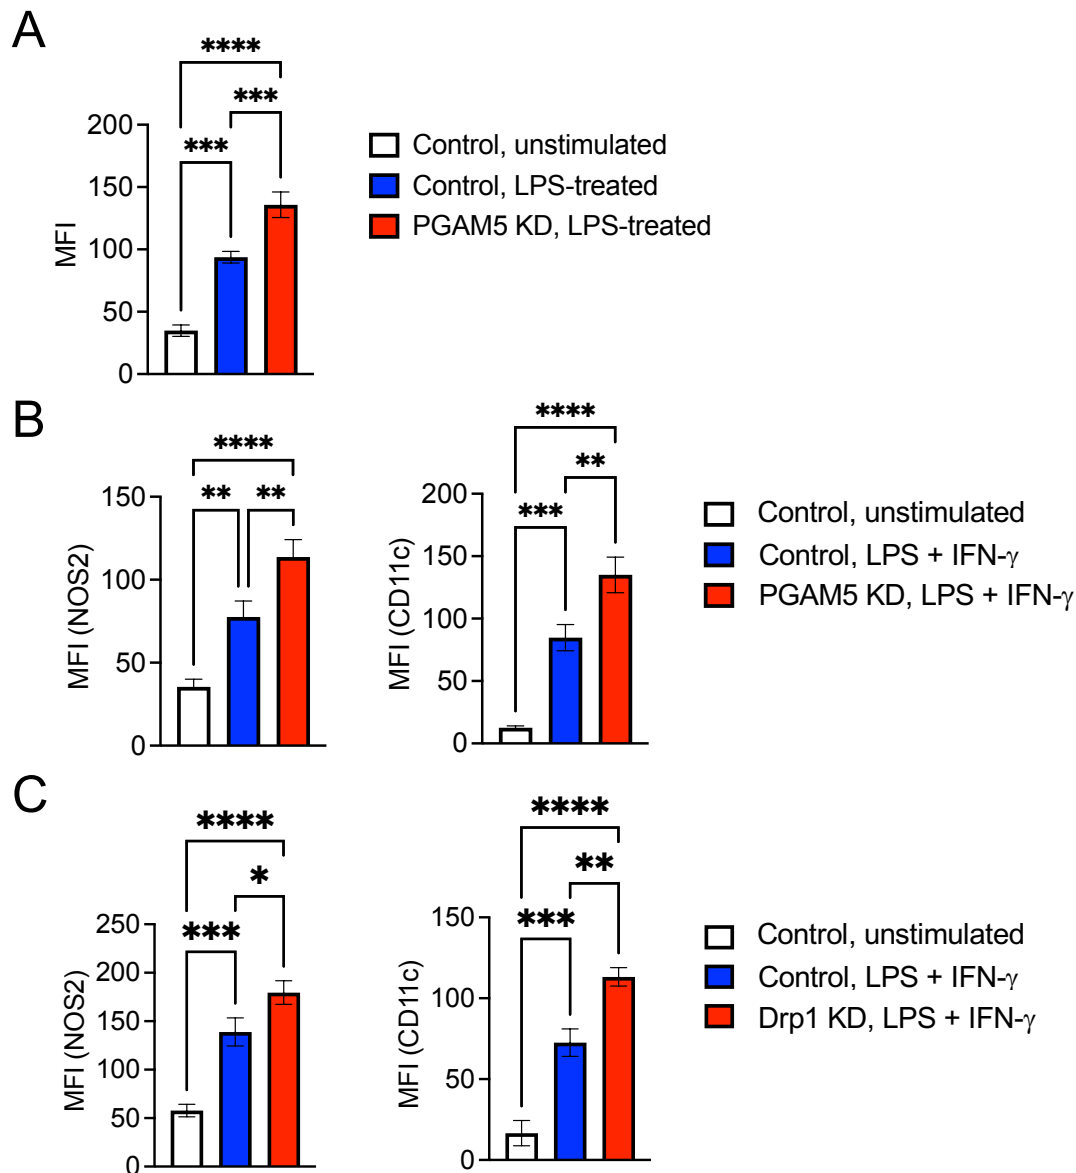

Figure S1. Flow cytometry of mtROS production and M1 macrophage polarization. Mean fluorescence intensity (MFI) of (A) mtROS levels in LPS-treated control or PGAM5 KD macrophages, and (B&C) the expression of NOS2 and CD11c in LPS/IFN- $\gamma$ -treated (B) control or PGAM5 KD or (C) control or Drp1 KD macrophages are shown. Data are shown as mean  $\pm$  SD. N=3. \*,  $p < 0.05$ ; \*\*,  $p < 0.01$ ; \*\*\*,  $p < 0.005$ ; \*\*\*\*,  $p < 0.001$ .

How the deposited data were processed for this re-analysis (not part of the article)

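RNA was measured by RNA-seq in 6 libraries of iBMDMs treated with LPS (100 ng/ml) for 4 hours, 3 from control cells and 3 from PGAM5 KD cells. The group and replicate of each library came from its label, which gives the shRNA, the treatment and a replicate number, and the legend of Fig. 6A describes the same comparison. Whether replicates were separate infections, cultures or days is not given. The cytokine, immunoblot, qPCR, flow cytometry, metabolite and extracellular flux experiments of the paper were not analysed here.

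The authors deposited FPKM, 1 table per library that lists every Ensembl gene, genes at 0 included. The methods name the RNA isolation, the sequencing provider and iDEP for differential expression. The paper's text and its supplementary presentation do not name the aligner, the counting tool, the genome build, the annotation, or the constant and filter used in iDEP. Of the deposited gene identifiers, 54495 were in GENCODE M21 (GRCm38) and 37 were not, and gene names, coordinates and exon lengths came from that annotation. FPKM multiplied by the summed exon length of the gene fell on whole multiples of 1 step within 0.01 for 96.8% to 97.1% of values under 1000 fragments, so the depth of each library could be recovered. The median depth was 19523341 fragments in control and 21977827 fragments in PGAM5 KD libraries. The deposited FPKM values carry no scaling between libraries beyond depth, and summed over all genes they came to between 304393 and 304889 in control and between 317936 and 324298 in PGAM5 KD libraries, a difference that scaling to TPM removes. Genes that share sequence with a pseudogene or paralog can have lost or gained fragments in the authors' counting. The labels leave open whether the libraries kept strand, so overlapping genes are uncertain as well.

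From these values, log2(FPKM + 1) was tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a mean-variance trend, two-sided, Benjamini-Hochberg adjustment) for the 10540 genes with a mean FPKM of at least 1 over the 6 libraries. Genes were called differentially expressed at an adjusted p-value under 0.05 and an absolute log2 fold change above 1, the thresholds in the paper's methods. For single genes an exact two-sided permutation test was added, whose smallest p is 0.1 with 3 libraries against 3. Each of 10 gene lists, written before the data were examined, was tested with limma's camera at a preset correlation of 0.01, where at least 5 of its genes were tested. The lists were glycolysis, fatty acid and triglyceride synthesis, cholesterol synthesis, the TCA cycle and pyruvate dehydrogenase, nuclear-encoded oxidative phosphorylation, the proinflammatory LPS response, the interferon response, hypoxia-induced genes, proliferation, and anti-inflammatory (M2) markers. The last list had 2 tested genes of 15 and was not tested. Marker lists of macrophages, neutrophils, fibroblasts, lymphocytes and the sex chromosomes were used to check what the libraries held. The annotation did not hold 4 of the written names. Of these, Irg1, Rigi and Ero1a are other names of Acod1, Ddx58 and Ero1l, which the same lists also held and which were tested, and Atp5pb was left out. Fragments on genes that resemble a named gene (blastn 2.17.0, at least 85% identity over at least 200 bases of the longest coding transcript) were summed to check for shared reads. Tables and figures were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.

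The genes named in the text are the metabolism genes of Fig. 6A, other genes the paper names, the 5 differentially expressed genes with the largest rise and the 5 with the largest fall whose libraries do not overlap between the groups, and at most 5 members of each list past the threshold, by size of change. Genes that overlap or resemble one of these, members of the marker and M2 lists, and genes that a test of an explanation needs are named where they are used. Other genes named are marked as chosen after the values were seen. The choices made before the data were examined were the test, the thresholds, the lists, and these alternatives: a pseudocount of 0.1, no filter on low values, a mean FPKM of at least 5, quantile normalization, scaling to TPM, centring each library on its median, no mean-variance trend, array weights, a replicate block, leaving out each library in turn, a treat test against 1.5-fold, camera with an estimated correlation, fry, and the lists without the genes of Fig. 6A. Alternatives chosen after seeing the data were voom on the recovered fragments, protein-coding genes only, a correction for GC content and exon length, and a list of mitochondrially encoded mRNAs. Count models were not used, since the deposited unit is FPKM. On simulated data with 191 of 10521 genes changed 2.5-fold, the fit recovered 190 at an adjusted p-value under 0.05 and 152 as differentially expressed, and 4.5% of the genes past the adjusted threshold were false. Of 100 simulated unchanged lists, 0 had a p-value under 0.05 from camera, and 20 of 20 changed lists of 25 genes were recovered. Most genes of each changed list were raised 2.5-fold. The simulated genes varied independently, so these counts do not give the error rate for lists whose genes move together, nor the power for small shifts.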

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

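The paper discusses the 7 metabolism genes of Fig. 6A. The results here are signals in other genes of the same libraries, which the paper does not report. The tests of the mitochondrial mRNAs against nuclear copies, mitochondrial number and RNA capture, those of the interferon list against other cells, chromosomes and the shRNA, and those of Lyz1 and Il1a were chosen after these results were seen.

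Of the genes differentially expressed and higher in PGAM5 KD cells, 81 are not named in the paper. The real grouping of the libraries was 1 of the 10 splits of the 6 libraries into 3 and 3 with as many differentially expressed genes, and 1 of 10 with as many genes with an adjusted p-value under 0.05. The other 9 splits gave from 0 to 1 genes on both counts. With 10 splits the share is never under 0.1, so chance cannot be excluded by this count alone. Libraries of different groups also differ by line and by shRNA, and 1 shRNA against Pgam5 cannot be told apart from a difference between the lines.

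The interferon response list was higher in PGAM5 KD cells, with a median log2 fold change of 0.86 (adjusted p = 5.72e-22 from limma's camera), a positive value for all 34 tested genes, and 33 past an adjusted p-value of 0.05. That p-value rests on the preset correlation of 0.01 between genes. With a correlation estimated from the data, the adjusted p of the list from camera was 0.0056, and from fry it was 2.05e-06. Irf7, Rsad2, Ifit1 and Ifi44 rose by 1.599, 1.51, 1.45 and 1.40. Trim30a, in the same list, had the largest rise on the log2(FPKM + 1) scale at 3.15, while the ratio of mean FPKM was larger for Il6 (15.9 against 13.3), as was its log2 fold change with voom (4.01 against 3.72). Ifi202b rose by 2.75. After the correction for GC content and exon length the median was 0.85, which argues against that bias as the cause. RNA from neutrophils, fibroblasts or lymphocytes is argued against too, since the highest median FPKM of their marker lists in PGAM5 KD libraries was 0, although Mmp9 (14 FPKM) and Lck (2.12 FPKM) were detected on average over the 6 libraries, and Mmp9 itself was higher in PGAM5 KD cells (log2 fold change 0.59, adjusted p = 0.000313 from limma). A gained or lost chromosome is argued against, since the largest chromosome median was 0.069, on chromosome 12. A response to the shRNA or the lentivirus stays open, because each group has its own shRNA and both causes cannot be told apart. Ifnb1 was at 0.73 FPKM in PGAM5 KD and 1.11 FPKM in control libraries, below the filter, and it does not decide the question. An effect of PGAM5 on interferon signaling is a hypothesis that these libraries leave open as well.

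Il1a, which the paper does not name, rose by 2.21 (0.789 to 7.27 FPKM), and reads shared with the 1 gene that resembles it are argued against, since fragments summed over both genes rose by 3.176 on the log2 scale (SD 0.334, exact permutation p = 0.1). Lyz1 rose by 2.56. A fixed share of the reads of Lyz2 counted on Lyz1 is argued against, since Lyz2 had a log2 fold change of -0.396 (adjusted p = 0.000114 from limma). A changed split of reads between both genes stays open and cannot be told apart from a rise of Lyz1, since it would raise Lyz1, which held at most 1.5% of their fragments. The fall of Lyz2 is no evidence for a changed split. Fragments summed over both genes, which a split leaves unmoved, also fell, with a log2 fold change of -0.378 (SD 0.026).

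The list of hypoxia-induced genes was higher, with a median of 0.41 (adjusted p = 1.69e-05 from camera) and 18 of 20 genes positive, among them Bnip3 (1.48) and Fam162a (0.96), while Bhlhe40 was lower (-0.77). The median was 0.413 after the correction for GC content and exon length, so that bias does not account for it. The 1 gene shared with the glycolysis list, Pfkfb4, had a log2 fold change of 0.068 (adjusted p = 0.659 from limma), so the shared gene does not carry the rise. Without Pfkfb4 the median was 0.427, but leaving out a gene below the median could not lower it and is no test. The cholesterol synthesis list was lower, with a median of -0.22 (adjusted p = 2.95e-06 from camera) and 20 of 23 genes negative, among them Hmgcs1 (-0.53), Sqle (-0.52) and Hsd17b7 (-0.49), and its median was -0.216 after the same correction. Differences between the lines in density, medium use or oxygen were not measured and stay open, as does an effect of PGAM5.

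The nuclear-encoded oxidative phosphorylation list was slightly higher, with a median of 0.13 (adjusted p = 2.44e-05 from camera) and 64 of 75 genes positive. After the correction for GC content and exon length its median fell to 0.049 with an adjusted p of 0.16. A bias of GC content or length may therefore account for much of this shift, although the median did not reach 0, so a bias and a biological change cannot be told apart.

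The mitochondrially encoded mRNAs, a list added after the values were seen, were lower in PGAM5 KD cells. All 12 tested genes had a negative log2 fold change, with a median of -0.71 (adjusted p = 5.96e-08 from camera over the 10 lists) and 11 past the threshold, and mt-Co1 fell from 2542 ± 75.7 to 1784 ± 84.2 FPKM (SD, n = 3). These mRNAs took from 2.47% to 2.61% of summed FPKM in control and from 1.44% to 1.64% in PGAM5 KD libraries. Nuclear protein-coding genes of the same GC range, from 33% to 41.1%, had a median of -0.001, which argues against a GC bias. Several of these genes share fragments with nuclear copies that are up to 100% identical. Fragments summed over each gene and its copies gave a median of -0.714, which argues against reads counted on the copies instead. Reads that the authors' counting left out are in neither count, so the sum cannot test their loss. For mt-Nd1, which no other annotated gene resembled, the log2 fold change was -0.724. Fewer mitochondria in PGAM5 KD cells stays open. The nuclear-encoded oxidative phosphorylation list had a median of 0.129 and was not lower, but its mRNAs need not follow the number of mitochondria. A different capture of mitochondrial RNA by poly(A) selection also stays open, since mt-Rnr2 had a log2 fold change of -0.272 (adjusted p = 0.0864 from limma) and each group may share its preparation. These explanations cannot be told apart here. Lrpprc, chosen after its values were seen, was also lower (29.3 ± 0.638 to 23.5 ± 0.602 FPKM, SD, n = 3).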

How the results depend on the processing

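The higher Slc2a1 and Ldha and the lower Fasn in PGAM5 KD cells kept their direction and stayed past the threshold under all 18 alternatives, with log2 fold changes from 0.34 to 0.44, from 0.31 to 0.57 and from -0.57 to -0.40. Pdha1 stayed positive and below the threshold, from 0.031 to 0.154. The glycolysis, cholesterol synthesis, hypoxia, interferon and proinflammatory LPS response lists, and the mitochondrial mRNAs, kept their direction and threshold under every alternative run for them, with median log2 fold changes from 0.28 to 0.45, from -0.31 to -0.21, from 0.36 to 0.45, from 0.70 to 1.04, from 0.25 to 0.41 and from -0.85 to -0.67. With a correlation estimated from the data, the adjusted p-values of these lists from camera were larger. In the same order they were 0.0199, 0.0211, 0.0199, 0.0056, 0.0199 and 0.0432. The number of genes with an adjusted p-value under 0.05 went from 2342 without PGAM5 KD replicate 3 to 3893 with voom on recovered fragments.

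The number of differentially expressed genes, 139 (83 higher and 56 lower), moved more. With a pseudocount of 0.1 there were 261 (154 higher, 107 lower), and 135 of the 139 were among them. A mean FPKM of at least 5 tests fewer genes, 7092, and gave 76 (49 higher, 27 lower). Scaled to TPM there were 325 (149 higher, 176 lower), so 45.8% were higher against 59.7%. This setting tested 12631 genes, since the filter then applies to TPM. TPM values are larger than FPKM values here, so the added 1 also weighs less, as with the pseudocount of 0.1. The median log2 fold change over all genes tested was -0.066 scaled to TPM, against 0.013. With voom on recovered fragments there were 278 (170 higher, 108 lower), and with protein-coding genes only, 25 were lower. Apart from the number of genes tested and the weight of the added constant, the cause was not tested. Across the 6 fits that each left out 1 library, there were from 135 to 156.

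Acaca lost its call with log2 fold changes of -0.213 with no filter on low values, without the trend and with the replicate block, -0.211 with quantile normalization, -0.206 when each library was centred on its median, and -0.057 after the correction for GC content and exon length. Across the 6 fits that each left out 1 library, it went from -0.269 to -0.162, and only the fit without control replicate 1 kept the call. Acly passed the threshold with quantile normalization (-0.152) and scaled to TPM (-0.154). Acod1 fell to 0.026 with quantile normalization. The cause was not tested. Depth does not limit these genes, since Acaca had at least 2534 fragments per library.

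The fatty acid and triglyceride synthesis and TCA cycle lists passed the threshold only under fry, with adjusted p-values of 0.0466 and 0.00662 against 0.436 and 0.29 from camera. The median of the TCA cycle list was 0.059, and -0.018 scaled to TPM. The oxidative phosphorylation list lost its call with an estimated correlation (adjusted p = 0.156) and after the correction for GC content and exon length (0.16). Of the 9 lists, 6 were past the threshold with camera, 8 with fry and 5 with an estimated correlation. The proliferation list had a median of 0.021 and was past the threshold under none of the alternatives. The direction of its test changed with a mean FPKM of at least 5 (adjusted p = 0.855), quantile normalization (0.279), TPM (0.408), the replicate block (0.978), voom on recovered fragments (0.74), protein-coding genes only (0.977) and the correction for GC content and exon length (0.469). It also changed in 3 of the 6 fits that each left out 1 library. Across these 6 fits the adjusted p of the list went from 0.963 to 0.998. The real grouping was 1 of the 10 splits of the libraries with as many lists past the threshold with camera, but the other 9 splits, which each carry part of the difference between the groups, gave from 2 to 5 lists, against 0 with fry and 0 with an estimated correlation. The list of M2 markers could be tested only with no filter on low values, where 11 genes had a median of -0.02 (adjusted p = 0.85).

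Libraries with the same replicate number share only that number, since their deviations from the group means had correlations of -0.02, 0.016 and -0.052. With the replicate block there were 147 differentially expressed genes (86 higher, 61 lower), Acaca had an adjusted p of 0.0798, and no other gene of Fig. 6A and no list changed its call.

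Of 94 results for other named genes, 22 changed under at least 1 alternative. Of the 1671 values, 56 lost the threshold and 2 gained it when 1 library was left out, 45 lost it and 2 gained it under other alternatives, and 3 changed direction. The changes of direction were those of Ripk1 after the correction for GC content and exon length (0.035), Sdhb without PGAM5 KD replicate 1 (from -0.107 to 0.015 over the fits that left out 1 library) and mt-Nd4l without PGAM5 KD replicate 2 (from -0.267 to 0.146). None of these 3 values was past the threshold in limma's test.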

Differences from the paper's values

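The paper gives its RNA-seq values as a heat map (Fig. 6A) whose legend names no unit for its colour scale, and no other values for these genes. Read by eye, the mean of the PGAM5 KD columns minus the mean of the control columns was compared with the log2 fold change from limma on log2(FPKM + 1). For Slc2a1 the paper's difference is about -1.2 in Fig. 6A, read by eye, against 0.42 here. For Ldha it is about -1.6 in Fig. 6A, read by eye, against 0.56, for Acly about 0.4 in Fig. 6A against -0.075, for Acaca about 0 in Fig. 6A against -0.21, for Pdha1 about 0.8 in Fig. 6A against 0.11, and for Acod1 about 1.3 in Fig. 6A against 0.29. For these genes none of the alternatives set before the data were examined came within the spread between replicates of the value read. The correction for GC content and exon length, chosen after seeing the data, brought Acaca to -0.057, within that spread (SD 0.081). For Fasn the paper's difference is about -0.6 in Fig. 6A, read by eye, against -0.48. Of the alternatives set before the data were examined, only scaling to TPM, at -0.57, came within the spread for Fasn (SD 0.037). A reading by eye on a scale with no named unit may be coarser than these spreads. Whether any setting closed a gap in size is therefore not decided. If the colour scale holds row z-scores, the differences here would be 1.81 for Slc2a1, 1.82 for Ldha, -1.81 for Fasn, -1.32 for Acly, -1.55 for Acaca, 1.04 for Pdha1 and 1.80 for Acod1, and the directions for Slc2a1, Ldha and Acly still differ from the heat map.

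The paper states that Slc2a1 and Ldha were significantly lower in PGAM5 KD cells, while both were higher in every PGAM5 KD library than in any control library, by 34.1% and 47.2% in mean FPKM. It states that Pdha1 was substantially higher, while its rise of 7.9% in mean FPKM was not past the threshold here (adjusted p = 0.27 from limma) or under any alternative run. It states that Acly and Acaca were comparable. Acaca was lower with an adjusted p = 0.0471 from limma, and was not past the threshold with no filter on low values, quantile normalization, centring on the library median, no trend, the replicate block or, chosen after seeing the values, the correction for GC content and exon length. Acly was past it with quantile normalization and scaled to TPM. None of the 7 genes passed the paper's criterion of an absolute log2 fold change above 1, and the largest size among them was 0.56.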

Other observations

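The tests of exchanged labels, of scaling by quantiles or to TPM, of shared reads for Ldha and of the copies of Gapdh were chosen after the results were seen. The direction of Slc2a1 and Ldha was tested against technical explanations. Exchanged labels are argued against, since Pgam5 had a log2 fold change of -1.398 and was lower in all libraries labelled PGAM5 KD. The median log2 fold change of both genes was 0.428 after the correction for GC content and exon length with both genes past the threshold, which argues against a bias of GC content or length as the whole cause. It was 0.329 with quantile normalization and 0.411 scaled to TPM, again with both genes past the threshold. These scalings reduced the rise and did not remove it, which argues against either as the whole cause. Centring each library on its median hardly moves these genes and is no test of scaling. Reads shared with pseudogenes are argued against for Ldha, since fragments summed over Ldha and the 23 genes that resemble it had a log2 fold change of 0.558. The qPCR of the paper was normalized to Gapdh. Gapdh itself had 8.91, 66.1 and 7.37 FPKM in control and 73.9, 7.41 and 61.2 FPKM in PGAM5 KD libraries, up to a 9.98-fold difference within a group, because its fragments were split with copies such as Gm13394, chosen after its values were seen (1186 ± 25.7 FPKM in control and 1451 ± 129 FPKM in PGAM5 KD libraries, SD, n = 3). Summed over Gapdh and the genes that resemble it, the largest fold between libraries of a group was 1.18, which fits shared reads as the source of that spread. The sum was higher in PGAM5 KD cells by 0.34 on the log2 scale (exact permutation p = 0.1). Relative to it, the median log2 fold change of Slc2a1 and Ldha was 0.146 (Slc2a1 0.078 with an SD of 0.118, Ldha 0.213 with an SD of 0.125). A reference gene that is itself higher could lower qPCR values of PGAM5 KD cells, but the spread of Slc2a1 includes 0 and Ldha stayed higher. On the same scale Acod1 was -0.056 (SD 0.117) and Pdha1 -0.236 (SD 0.19), while the paper reports both as higher. Fasn was -0.835 (SD 0.145), the direction the paper reports. Acly and Acaca, which the paper calls comparable, were -0.421 (SD 0.14) and -0.583 (SD 0.163). Whether the reference gene accounts for the direction reported from qPCR therefore cannot be told apart from other causes.

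The paper reports lower TNF, IL-6 and cytokine mRNAs by ELISA and qPCR in LPS-treated PGAM5 KD iBMDMs (Fig. 2), and lower Tnf, Nos2, Il23 and Il6 after LPS with IFN-γ for 24 hours (Fig. 5A). In the RNA-seq libraries, from LPS for 4 hours, Il6 had a log2 fold change of 2.52 (adjusted p = 2.54e-05 from limma), with at most 34 fragments in a control library and at least 352 in a PGAM5 KD library. Il1b rose from 6.51 ± 0.251 to 32.1 ± 1.85 FPKM (log2 fold change 2.14, adjusted p = 7.42e-06 from limma) and Ptgs2 from 37.5 ± 1.73 to 118 ± 5.02 FPKM (1.63). Tnf was 319 ± 16.0 and 355 ± 8.23 FPKM (0.16, adjusted p = 0.0298), and Nos2 was 94.7 ± 3.42 and 85.2 ± 3.24 FPKM (-0.15, adjusted p = 0.0329). The call of Tnf was lost under 9 of the 18 alternatives, with a log2 fold change of 0.004 under quantile normalization, and that of Nos2 under 7. Relative to Gapdh and the genes that resemble it, the log2 fold change was -0.189 for Tnf (SD 0.114, exact permutation p = 0.2), -0.498 for Nos2 (SD 0.166, exact permutation p = 0.1), 3.72 for Il6 (SD 0.34) and 1.96 for Il1b (SD 0.145), so the direction of Tnf depends on the reference while those of Il6 and Il1b do not. Il23a, at 0.0163 and 0.126 FPKM, and Itgax, at 0.417 and 0.234 FPKM, were below the filter. The proinflammatory LPS response list had a median of 0.34 (adjusted p = 2.63e-08 from limma's camera), with 26 of 33 tested genes positive. The TCA cycle list had a median of 0.059 (adjusted p = 0.29) and the proliferation list one of 0.021 (adjusted p = 0.959). Of 15 M2 markers only Egr2 (2.15 and 1.82 FPKM) and Ccl22 (2.38 and 2.20 FPKM) were tested, with adjusted p-values of 0.411 and 0.777 from limma.

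Dnm1l, which encodes Drp1, was lower in PGAM5 KD cells (27.5 ± 1.32 to 21.1 ± 2.52 FPKM, SD, n = 3; log2 fold change -0.38, adjusted p = 0.0142 from limma). Of 16 macrophage markers, 14 had a mean of at least 1 FPKM, with a median of 191 FPKM in control and 164 FPKM in PGAM5 KD libraries. Adgre1 and Itgam were higher in PGAM5 KD cells (7.93 ± 0.417 to 15.1 ± 0.655 FPKM, and 2.41 ± 0.271 to 4.46 ± 0.54 FPKM, SD, n = 3). None of the 5 sex chromosome genes reached 1 FPKM. Mycn and Myc were chosen after their values were seen. Mycn had 220 ± 3.91 FPKM in control and 239 ± 4.29 FPKM in PGAM5 KD libraries, more than Myc (44.7 ± 1.6 and 37.3 ± 1.63 FPKM).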
